# Hyperoside induces ferroptosis in chronic myeloid leukemia cells by targeting NRF2

**DOI:** 10.1186/s10020-024-01002-7

**Published:** 2024-11-21

**Authors:** Junyi Wei, Quanyou Chai, Yuqiao Qin, Long Li, Chunling Guo, Zhaoyang Lu, Huimin Liu

**Keywords:** Hyperoside, Chronic myeloid leukemia, Ferroptosis, NRF2

## Abstract

**Background:**

Hyperoside (quercetin-3-O-β-D-galactopyranoside) is a flavonol glycoside compound derived from plants in the Hypericum and Crataegus genera that reportedly exhibits an array of anti-inflammatory, antioxidant, and antitumor properties such that it has been used to treat various diseases. Whether it can serve as an effective treatment for chronic myeloid leukemia (CML) cells, however, has yet to be established. The present study was thus devised to assess the therapeutic effects of hyperoside on CML cells and to clarify the underlying mechanism of action.

**Methods:**

Cellular viability, proliferative activity, migration, and apoptotic death were respectively analyzed through CCK-8, EDU, transwell, and flow cytometry assays. RNA-seq and bioinformatics approaches were further employed to evaluate the mechanisms through which hyperoside influences CML cells, while analyses of reactive oxygen species (ROS) and free iron were detected with commercial kits. Transmission electron microscopy was used to assess mitochondrial morphology. Molecular docking, cellular thermal shift assay (CETSA), and drug affinity responsive target stability (DARTS) approaches were also used to explore the ability of hyperoside to target NRF2.

**Results:**

From a mechanistic perspective, hyperoside was able to inhibit SLC7A11/GPX4 signaling in a manner that was abrogated by the ferroptosis inhibitor ferrostatin-1. NRF2 was also closely associated with the inactivation of the SLC7A11/GPX4 axis mediated by hyperoside such that overexpressing NRF2 ablated the benefits associated with hyperoside treatment.

**Conclusions:**

The present analyses indicate that hyperoside can target the NRF2/SLC7A11/GPX4 axis to induce ferroptotic CML cell death.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-024-01002-7.

## Introduction

Chronic myeloid leukemia (CML) is a highly proliferative form of cancer derived from hematopoietic stem cells harboring the Ph chromosome and BCR::ABL fusion gene positivity as a result of the fusion of the ABL and BCR genes on chromosomes 9 and 22, respectively. This BCR::ABL fusion oncoprotein serves as a key driver of CML development although its ability to activate a range of mitotic signaling pathways (Skorski et al. 1997). Following the advent of tyrosine kinase inhibitors (TKIs), CML patients experienced clinical improvements such that they are now a cornerstone of the clinical management of this tumor type (Hochhaus et al. 2020). However, imatinib and second-generation TKI resistance is a persistent challenge in many patients that limits long-term benefits (Boulos et al. 2011). TKI therapy also fails to benefit many patients with CML owing to drug reactions or intolerance (Druker et al. 2006), underscoring the need to develop alternative treatment for the treatment of CML derived from natural products or synthetic agents.

Hyperoside (quercetin-3-galactoside) is a flavonol glycoside that is primarily produced by plants in the Hypericum genus (Middleton et al. 2000; Zou et al. 2004). It has been demonstrated to exert antitumor properties when treating a range of human tumor cell types including breast (Sun et al. 2020), lung (Zhou et al. 2021), prostate (Chen et al. 2024), bladder (Yang et al. 2024), cervical (Guo et al. 2019), ovarian (Zhu et al. 2017, 2022) and renal cancer cells (Zhou et al. 2021). Several mechanisms through which hyperoside can induce tumor cell death have been documented, including the reactive oxygen species(ROS)-mediated activation of NF-κB signaling and consequent apoptotic death (Qiu et al. 2019), as well as the suppression of the oncogenic microRNA-27a to impair proliferative activity (Li et al. 2014). Little research to date, however, has focused on how hyperoside affects leukemia cells, and no data are thus available to clarify the degree to which hyperoside can induce the ferroptotic death of CML cells or the underlying molecular mechanisms responsible for such activity.

The cysteine/glutamate transporter System x_c_^−^ exists as a heterodimer composed of heavy chain (4F2, encoded by SLC3A2) and a light chain (xCT, encoded by SLC7A11) components (Pope and Dixon 2023). The overexpression of SLC7A11 is commonly observed in many types of cancer (Koppula et al. 2018), and SLC7A11 has been established as a key inhibitor of ferroptotic signaling (Yan et al. 2023). The key SLC7A11 downstream target glutathione peroxidase 4 (GPX4) can utilize glutathione to facilitate a reduction in the hydroperoxidation of lipids, ultimately leading to the inhibition of ferroptosis (Xue et al. 2023). A growing body of evidence indicates that SLC7A11/GPX4 signaling activity can promote the progression of cancer by limiting ferroptotic induction (Chen et al. 2021). The NRF2 transcription factor is a key driver of SLC7A11 transcriptional activity (Rojo et al. 2018). While the NRF2/SLC7A11/GPX4 signaling axis is closely tied to tumorigenesis (Wen et al. 2023), its relevance to the anti-leukemia effects of hyperoside has yet to be documented.

This study was designed to evaluate the ability of hyperoside to protect against CML in vitro, together with complementary analyses of the underlying mechanisms responsible for this protective activity. These analyses ultimately revealed that hyperoside was able to induce the ferroptotic death of CML cells through the targeting of the NRF2/SLC7A11/GPX4 pathway. This is thus the first report documenting a novel mechanism underlying the anti-CML activity of hyperoside, emphasizing its potential utility as a candidate treatment for this form of cancer.

## Materials and methods

### Cell culture

K562 and Meg-01 CML cells (ATCC, VA, USA) were cultured in RPMI-1640 (Gibco, NY, USA) with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin/streptomycin in a 37℃ thermostat incubator (ThermoFisher, USA) under 5% CO_2_. Cells were assessed for growth every other day, and media was routinely changed. STR validation and mycoplasma testing were performed before experimental use.

### Reagents

Z-VAD-FMK (HY-16658B), E-necrosulfonamide (HY-100573), 3-Methyladenine (HY-19312), Deferoxamine mesylate (HY-B0988), Ferrostatin-1 (HY-100579) and imatinib (HY-15463R) were from MedChemExpess. Hyperoside (C_21_H_20_O_12_, MW: 464.38, HPLC ≥ 98%) was from Nanjing Spring & Autumn Biological Engineering (Nanjing, China).

### CCK-8 assay

To analyze cell viability with a CCK-8 kit (Dojindo, Kumamo, Japan), they were plated in 96-well plates (5,000/well) and treated with hyperoside at different concentrations (0, 0.5, 1, 2 mM) or by addition of different concentrations of inhibitors Z-VAD-FMK (20 µM), 3-Methyladenine (5 mM), necrosulfonamide (1 µM), or ferrostatin-1 (2µM) for 24 h. To determine whether hyperoside could enhance the effect of imatinib, the cells were treated with imatinib (0, 1, 2 µM) or hyperoside (0, 0.5, 1, 2 mM) for 24 h. Then, each well was supplemented with 10 µL of CCK-8 solution, followed by a further 2–4 h incubation at 37℃. Absorbance at 450 nm was then analyzed with an appropriate instrument.

### EdU-594 staining assay

An EdU-594 staining kit (Beyotime, Shanghai, China) was used to measure the proliferation of CML cells. After incubating Meg-01 and K562 cells for 24 h with various hyperoside concentrations (0, 0.5, 1, 2 mM) in 6-well plates, they were fixed for 30 min with 4% paraformaldehyde (PFA), permeabilized for 5 min with 0.3% Triton X-100 in PBS, and stained for 2 h with 1× EdU working solution. After counterstaining for 5 min using DAPI at room temperature, fluorescence microscopy was used to detect EdU-positive cells, which were further analyzed in ImageJ.

### Transwell migration assay

A 24-well transwell chamber (Corning, MA, USA) with an 8 μm porous membrane filter was used to evaluate CML cell migration. Following treatment for 24 h with hyperoside (0, 0.5, 1, 2 mM), 1 × 10^4^ of these cells were suspended in serum-free media and added to the upper portion of each transwell insert, while the lower chamber was filled with complete media containing 10% FBS. Following incubation for a further 24 h, cells in the upper chamber were discarded, while 4% PFA was used to fix cells that had migrated across the membrane for 20 min, followed by a 20 min staining step with crystal violet, and the use of a cotton swab to remove any cells on the upper membrane surface. Random fields of view were then imaged under a microscope, and ImageJ was used for image analysis.

### Apoptosis analyses

After treating CML cells for 24 h with hyperoside (0, 0.5, 1, or 2 mM), they were rinsed twice in PBS, and an Annexin V-FITC/PI apoptosis detection kit (BD Biosciences, CA, USA) was used as directed. Briefly, after suspending cells in 100 µL of 1×binding buffer, they were stained with 5 µL each of Annexin V-FITC and PI for 15 min while protected from light at room temperature. After adding 400 µL of 1×binding buffer, apoptotic cell frequencies were quantified on an FC 500 flow cytometer (Beckman, USA).

### Western immunoblotting

RIPA buffer was used to extract total protein from CML cells, with a BCA assay then being used to quantify protein levels before separating samples via SDS-PAGE and transferring them onto PVDF membranes. A room temperature blocking stem with 5% non-fat milk (1 h) was followed by incubation at 4℃ with primary antibodies specific for β-actin, GPX4, SLC7A11, BAX, and BCL02 (all diluted 1:1000; Proteintech, Wuhan, China) overnight. Membranes were probed for 1 h with HRP-linked secondary antibodies, after which ECL signal detection was performed with a ChemiDoc XRS + Imaging System (Bio-Rad), and densitometric quantification was conducted with ImageJ.

### RNA sequencing

Trizol (ThermoFisher Scientific, MA, USA) was used to extract total RNA, while cDNA library sequencing was performed with the Illumina HiSeq X Ten platform. The criteria of Q value < 0.05 and fold change > 2 or fold change < 0.5 were used for the identification of differentially expressed genes (DEGs).Differential expression analyses were implemented with the R DESeq (2012) package, and OE Biotech (Shanghai, China) performed all data analyses. The RNA-seq data have been deposited in GEO with the accession number GSE280885.

### GSH, MDA, and NADPH analyses

Intracellular GSH and GSSG concentrations, MDA levels, and NADPH levels were detected with appropriate commercial kits (Beyotime) used as directed.

### qPCR

After using Trizol to extract CML cell RNA, cDNA was prepared and qPCR was performed with a PrimeScriptRT Reagent Kit (Takara). Relative expression was quantified using the 2^−△△Ct^ method, and GAPDH was used for normalization. Sangon Biotech (Shanghai, China) provided all primers (Supplementary Table S1).

### Intracellular ROS, lipid peroxidation, Fe^2+^, and MitoSOX analyses

Following a 24 h treatment with hyperoside (2 mM), cells were stained for 30 min using 10 µM DCFH-DA (Beyotime), 2 µM C11-BODIPY (ThermoFisher Scientific), 1 µM Ferroorange working solution (Dojindo, Kumamo, Japan), or 5 µM MitoSOX (Yeasen, Shanghai, China), followed by DAPI counterstaining and imaging with a fluorescence microscope.

### Transfection and transduction

Lentiviral vectors for the overexpression of NRF2 and corresponding negative controls (NC) were purchased from GenePharma (Shanghai, China). Cells were transduced with these viruses at an appropriate multiplicity of infection (MOI) based on the cell and viral titers, followed by a 12–16 h incubation at 37 °C. Cells from each well were then centrifuged (2 min, 2,000 rpm) and the supernatant was exchanged for fresh culture medium. At 72 h post-infection, green fluorescent protein (GFP) expression was assessed as a measure of transduction efficiency. Cells were incubated in the presence of puromycin (5 µg/mL) in complete medium which was exchanged every 3–4 days to select for infected cells. This process was sustained until no puromycin-induced killing was observed and the transfection efficiency reached 100%. All transduction steps were performed as directed by the manufacturer.

### Transmission electron microscopy

After fixing cells with 2.5% glutaraldehyde for 1 h, they were centrifuged and treated as directed, followed by analysis with a transmission electron microscope.

### Molecular docking

Binding between hyperoside and NRF2 was assessed via a molecular docking analysis in which NRF2 (ID: AF-Q16236-F1) served as the receptor and was downloaded from the alphafold database (https://alphafold.com/). Hyperoside structural information was downloaded from PubChem (https://pubchem.ncbi.nlm.nih.gov/) and served as the ligand. The online AutoDock Vina-based CB-Dock2 tool (https://cadd.labshare.cn/cb-dock2/php/index.php) was used to conduct docking analyses, while PyMOL 2.6 and PLIP (Protein-Ligand Interaction Profiler) were employed for visualization.

### Drug affinity responsive target stability (DARTS) assay

After collecting cells, 250 µL of NP-40 was added on ice for 30 min, followed by centrifugation (15,000 rpm, 15 min, 4℃). Supernatants were then quantified via BCA assay, and lysates were separated into five portions treated using DMSO or various hyperoside concentrations (0, 0.5, 1, or 2 mM) for 2 h at room temperature, followed by incubation for 30 min in the presence of pronase (2.5 µg/mL) at 37℃, Then, 5× loading buffer was added at an appropriate volume (0.25× protein volume), samples were boiled for 10 min at 100℃, and NRF2 expression was assessed via Western immunoblotting.

### Cellular thermal shift assay (CETSA)

After suspending 1 × 10^7^ K562 cells in PBS with 1% protease and phosphatase inhibitors, they were snap-frozen for 30 s in liquid nitrogen, thawed at room temperature, and this cycle was repeated three times, after which samples were centrifuged in a fresh tube (15,000 rpm, 20 min, 4℃), and supernatants were collected. These samples were then equally divided into two parts which were treated for 30 min with DMSO or hyperoside (2 mM) at 25℃, followed by the separation of these samples into 8 aliquots each that were respectively heated for 3 min at 46, 49, 52, 55, 58, 61, 64, and 67℃. Following a room temperature incubation for 3 min, these tubes were placed on ice, centrifuged (15,000 rpm, 30 min, 4 °C), and supernatants were collected and added to an appropriate amount of 5× loading buffer, followed by boiling in a water bath for 5 min to facilitate protein denaturation.

### Statistical analysis

Data are means ± SD from experiments performed at least three times. GraphPad Prism 8 was used for all analyses, with results having been compared with Student’s t-tests and one-way ANOVAs. *P* < 0.05 was regarded as significant.

## Results

### Hyperoside induces the death of CML cells and suppresses their viability and migration

A CCK-8 assay demonstrated that hyperoside was able to suppress CML cell viability in a dose-dependent fashion (Fig. 1A), with respective IC50 values of 1.435 mM and 1.343 mM in the K562 and Meg-01 cell lines. To determine the mode of cell death induced by hyperoside, cells were treated with necrosulfonamide, ferrostatin-1 (Fer-1), Z-VAD-FMK, and 3-MA to respectively inhibit necroptosis, ferroptosis, apoptosis, and autophagy. Fer-1 treatment restored the viability of hyperoside-challenged CML cells (Fig. 1B), whereas Z-VAD-FMK only partially improved the viability of these cells. The ability of hyperoside to enhance the sensitivity of CML cells to imatinib was also investigated. CML cells were treated with different concentrations of imatinib and hyperoside for 24 h. The results showed that the combination of hyperoside and imatinib could significantly reduced the viability of CML cells (Fig. S1a-b).

Consistently, in EdU-594 assays, hyperoside was found to significantly impair K562 and Meg-01 cell proliferation (Fig. 1C-D, Fig. S1c-d), while also suppressing the migration of these cells in a transwell assay (Fig. 1E-F, Fig. S1e-f).

Flow cytometry also demonstrated that hyperoside readily induced higher levels of apoptosis than control treatment (Fig. 1G-H, Fig. S1g-h), while Western immunoblotting indicated that hyperoside increased proapoptotic protein levels (Caspase-3, Bax) and lowered antiapoptotic Bcl-2 levels (Fig. 1I-J, Fig. S1 i-j). Together, these data indicate that hyperoside can serve as a significant inhibitor of CML cell growth and migration, inducing the death of these cells.

**Fig. 1:**
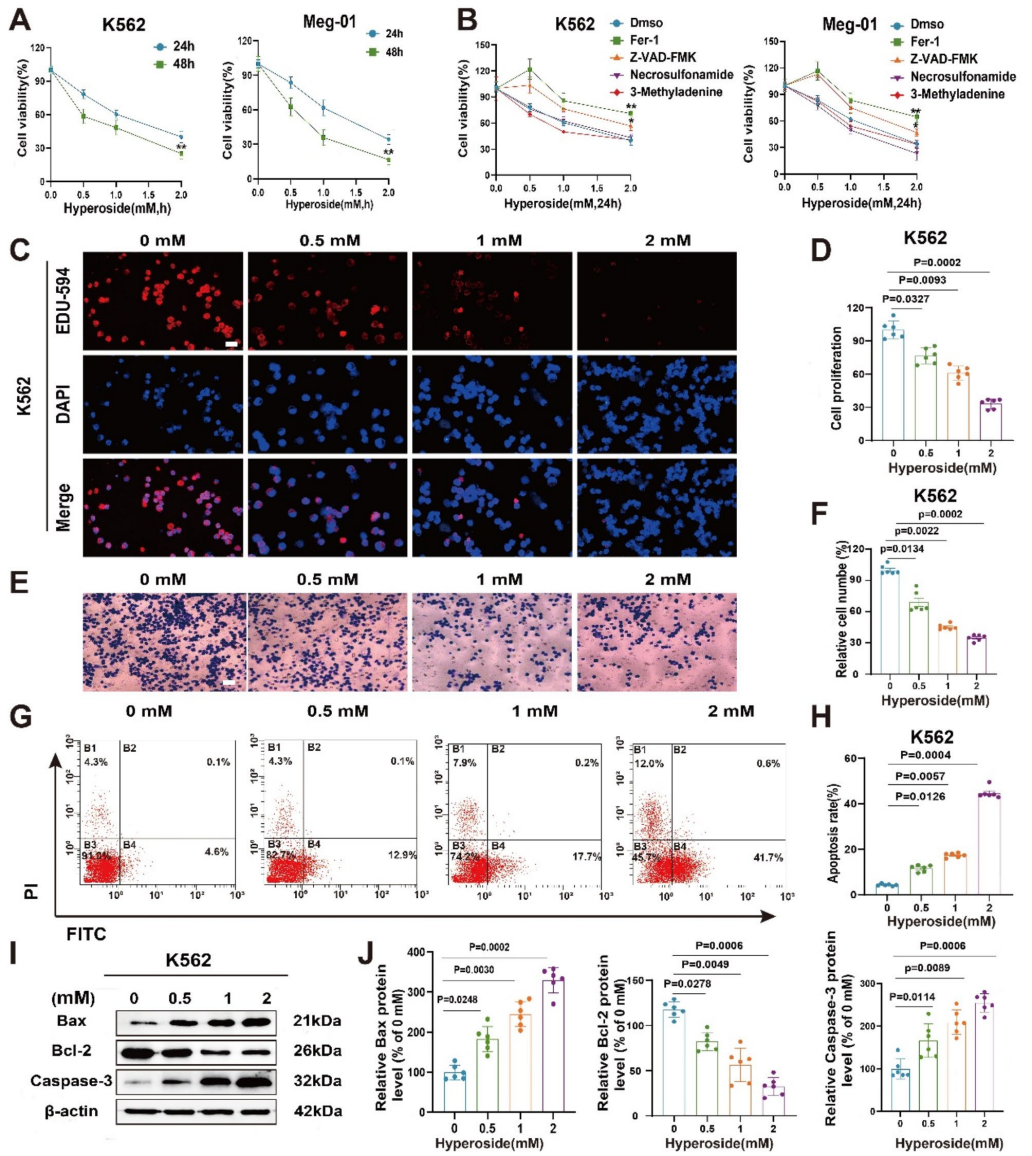
Hyperoside impairs CML cell viability, migration, and proliferation. **A** Following hyperoside treatment for various time periods, K562 and Meg-01 cell viability was quantified. **B** The viability of K562 and Meg-01 cells following hyperoside treatment (0, 0.5, 1, 2 mM) for 24 h with or without Z-VAD-FMK (20 µM), 3-Methyladenine (5 mM), necrosulfonamide (1 µM), or ferrostatin-1 (2µM) was analyzed. **C-D.** Proliferation was detected through an EdU-594 assay. Scale bar: 50 μm. **E-F.** Transwell assays were used to measure migration. Scale bar: 100 μm. **G-H.** Flow cytometry was used for the quantitative analysis of apoptosis. **I-J.** Bax, Bcl-2, and Caspase-3 protein levels were detected via Western immunoblotting

### Hyperoside induces ferroptotic CML cell death

To gain further insight into how hyperoside shapes CML cell development, transcriptomic sequencing was conducted in the control group and hyperoside (2 mM) groups. 

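The libraries came from K562 cells, a CML cell line grown in suspension, with 3 replicates in the control group and 3 replicates in the hyperoside (2 mM) group. Total RNA was sequenced on an Illumina HiSeq instrument. The paper's text names neither the time between hyperoside addition and RNA extraction nor the aligner, the counting program, the genome build and the gene annotation behind the values. The authors deposited a table of raw counts per gene and a table of FPKM values, in which the same counts were divided by gene length and by the library's total. The counts on genes summed to 36754725, 35626330 and 35613283 in control replicates 1, 2 and 3, and to 35818442, 36107266 and 35811938 in hyperoside replicates 1, 2 and 3. The group medians were 35626330 in the control group and 35818442 in the hyperoside group. In the control group 18754 to 19191 genes had at least 1 count, and in the hyperoside group 19542 to 19625 genes did. A count of 0 in one library allows a level of up to 3 counts, and this limit covers counting error only. For the comparisons described here, the counts were normalized with edgeR's TMM method, which gave factors between 0.957 and 1.03. Of the 24960 genes in the table, 15095 passed edgeR's default filter on low counts and were tested, and these held 99.9% of all counts. The groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the tested genes. DEGs were called as in the paper, at an adjusted p under 0.05 and a fold change above 2 in either direction. The biological coefficient of variation common to all tested genes was 0.105.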

PCA analyses revealed the clear separation of sample groups (Fig. 2A), and KEGG enrichment analyses indicated that genes upregulated in hyperoside-treated cells were enriched in the ferroptosis pathway (*P* < 0.05)(Fig. 2B). 

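Principal component analysis was run on the log2 CPM, counts scaled to the library's normalized total, of the 500 genes with the largest variance over the 6 libraries. The first component held 69.8% of the variance and the second 10.0%. On the first component the 3 control libraries lay between -27.2 and -21.8 and the 3 hyperoside libraries between 23.8 and 24.5. The gap of 45.6 between the groups was larger than the widest spread within a group, 5.34. The second component mainly set control replicate 1, at 16.9, apart from control replicates 2 and 3, at -4.65 and -13.8. The share of the first component moved most with DESeq2's transformations of the counts, to 93.5% with the variance stabilizing one and to 93.7% with the regularized log, which was chosen after seeing the data. For the pathway test, the KEGG annotation that the authors deposited with the counts was used, with the tested genes that carry a pathway as background. Of the 970 upregulated DEGs, 271 carried a KEGG pathway, against 5454 genes in the background. The ferroptosis pathway had 35 genes in the background, of which 3 were upregulated DEGs, namely ACSL5, CYBB and SLC40A1. By chance 1.74 such genes would be found, so the enrichment was 1.73-fold. Its p was 0.251 in a one-sided hypergeometric (Fisher's exact) test and 0.995 after Benjamini-Hochberg adjustment over 337 pathways, which gave it rank 84 by p. With the upregulated DEGs called by DESeq2, 5 of 37 background genes of the pathway were upregulated DEGs. The enrichment was then 2.87-fold, with a one-sided hypergeometric p of 0.0283 and a Benjamini-Hochberg adjusted p of 0.372, the lowest adjusted p among its 14 alternatives, which reached 1. Both genes gained, CP and ALOX15, had few counts. CP had 0, 1 and 0 counts in the control replicates and 7, 11 and 5 in the hyperoside replicates, and ALOX15, named after its values were seen, had 0 in each control replicate and 6, 17 and 10 in the hyperoside replicates. At an adjusted p under 0.05, 8 pathways were enriched among upregulated DEGs, and 33 pathways had an unadjusted p under 0.05. The smallest adjusted p belonged to hematopoietic cell lineage, with 14 of 50 background genes, an enrichment of 5.64-fold and a Benjamini-Hochberg adjusted p of 2.52e-05.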

Volcano plots revealed that hyperoside treatment was associated with the respective downregulation and upregulation of 605 and 1,033 genes relative to the control group (|log2FC| > 1, q < 0.05) (Fig. 2C). 

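At the paper's thresholds, edgeR's test called 970 upregulated and 567 downregulated DEGs. With the adjusted p alone, 3333 genes were higher and 3508 were lower in the hyperoside group. In 54.4% of the tested genes the normalized counts of the groups did not overlap, against 10% by chance. The alternative that moved the number of DEGs most, taken as a ratio, was limma-trend on log2(FPKM + 1), in which the added 1 shrinks the changes of genes with low values, with 208 upregulated and 136 downregulated DEGs. The upregulated DEGs with the smallest adjusted p were LOC102724908, LOC105377442, TXNIP, TRANK1 and CHST3, and the downregulated DEGs with the smallest adjusted p were HSPA5, CHAC1, HSP90B1, INSIG1 and H2BC21. LOC102724908, listed as a non-coding gene, rose from 359.8 ± 20.5 to 2226 ± 230.2 CPM (SD, n = 3 libraries per group), with a log2 fold change of 2.63 (standard error 0.08, adjusted p = 4.24e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HSPA5, which encodes the endoplasmic reticulum chaperone BiP, fell from 4803 ± 536 to 900.01 ± 86.5 CPM (SD, n = 3 libraries per group), with a log2 fold change of -2.42 (standard error 0.09, adjusted p = 1.98e-12 from edgeR). The log2 fold changes of the other upregulated genes of this group were 2.89 for LOC105377442, 1.99 for TXNIP, 2.17 for TRANK1 and 3.47 for CHST3. Those of the other downregulated genes were -3.41 for CHAC1, -2.08 for HSP90B1, -1.80 for INSIG1 and -2.01 for H2BC21, a histone gene whose near-identical copies can share reads. Among DEGs with a mean of at least 100 normalized counts, the largest log2 fold changes were 4.83 for DENND2D (standard error 0.30, adjusted p = 1.36e-09 from edgeR) and -3.41 for CHAC1 (standard error 0.13, adjusted p = 3.21e-12 from edgeR).

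**Figure D1:**
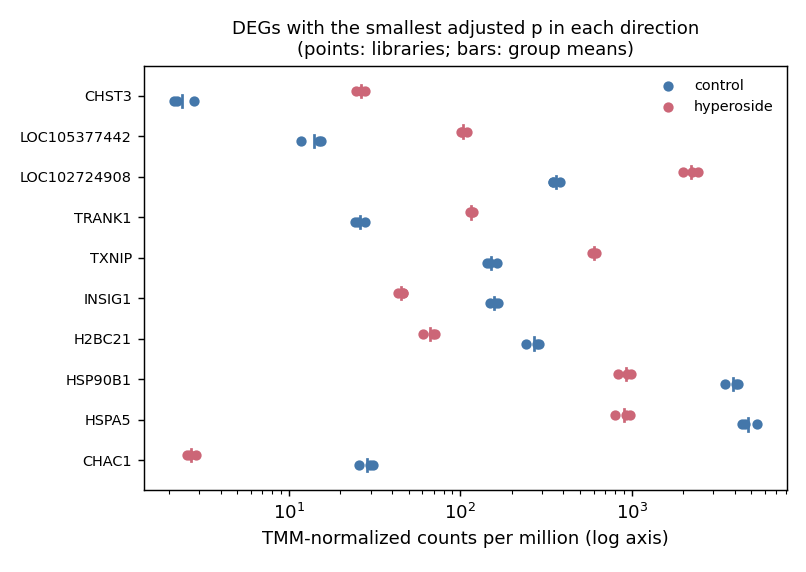
TMM-normalized CPM, on a log axis, of the 5 upregulated and the 5 downregulated DEGs with the smallest adjusted p, with a point per library and a bar at each group mean. In each gene the 3 control libraries and the 3 hyperoside libraries do not overlap.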

The SLC7A11/GPX4 pathway has been firmly established as a key mediator of ferroptosis. Both SLC7A11 and GPX4 were found to be downregulated in the hyperoside group (Fig. 2D-E), and hyperoside was confirmed to significantly lower SLC7A11 and GPX4 mRNA (Fig. 2F-G) and protein (Fig. 2H-J) levels within treated CML cells. These data highlight the ability of hyperoside to serve as a driver of ferroptotic CML cell death through its ability to inhibit SLC7A11/GPX 4 pathway signaling.

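SLC7A11 lies on chromosome 4 of GRCh38 from 138164097 to 138242349, on the minus strand, and its exons overlap the antisense gene SLC7A11-AS1. Whether the counting used strand is not stated, so a share of its counts could belong to that gene. SLC7A11 had 95.4 ± 26.2 normalized CPM in the control group and 25.6 ± 2.64 in the hyperoside group (SD, n = 3 libraries each), which is 26.9% of the control mean. Its log2 fold change was -1.90 (standard error 0.14, adjusted p = 1.19e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the scale of log2(FPKM + 1), the deposited values gave 3.38 ± 0.37 in the control group and 1.88 ± 0.11 in the hyperoside group (SD, n = 3 each). The difference of -1.51 had p = 0.1 in a two-sided exact permutation test over 20 regroupings, the smallest p that 3 libraries against 3 allow. GPX4 lies on chromosome 19 from 1103926 to 1106791, on the plus strand. It had 198.6 ± 15.03 normalized CPM in the control group and 176.4 ± 15.7 in the hyperoside group (SD, n = 3 each), or 88.8% of the control mean. Its log2 fold change was -0.17 (standard error 0.08, adjusted p = 0.0913 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so GPX4 was not called at an adjusted p under 0.05. The GPX4 values of the groups overlapped, with 186.4 CPM in control replicate 2 and 193.5 in hyperoside replicate 3. Without hyperoside replicate 3, the log2 fold change of GPX4 was -0.23 and its edgeR adjusted p was 0.0464, while the adjusted p reached 0.449 among the other alternatives. On the scale of log2(FPKM + 1), GPX4 had 7.41 ± 0.08 in the control group and 7.29 ± 0.12 in the hyperoside group (SD, n = 3 each). The difference of -0.12 had p = 0.3 in the two-sided exact permutation test.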

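Of the 41 genes that the deposited annotation places in the ferroptosis pathway, 35 were tested, and 22 were lower and 13 higher in the hyperoside group. After adjustment over all tested genes, 12 were called lower and 7 higher, and adjusted over the list alone 15 were called lower and 8 higher. The median log2 fold change of the 35 genes was -0.17. In limma's camera test of the list, with an inter-gene correlation of 0.01, the adjusted p over the 9 lists tested was 0.350, and in limma's fry test it was 0.0293. CYBB, which encodes the catalytic subunit of the phagocyte NADPH oxidase, rose from 4.60 ± 1.32 to 28.7 ± 2.08 CPM (SD, n = 3 each), a log2 fold change of 2.64 (standard error 0.16, adjusted p = 9.53e-10 from edgeR). ACSL5 rose from 2.83 ± 0.37 to 7.04 ± 0.73 CPM (SD, n = 3 each), a log2 fold change of 1.32 (standard error 0.19, adjusted p = 2.25e-05 from edgeR). SLC40A1, the gene of the iron exporter ferroportin, had a log2 fold change of 1.12 (standard error 0.09, adjusted p = 3.81e-08 from edgeR). TFRC, the transferrin receptor gene whose transcript is regulated by iron, had a log2 fold change of 0.88 (standard error 0.09, adjusted p = 4.93e-07 from edgeR). Besides SLC7A11, the pathway's lower genes with the smallest adjusted p were SLC39A14, with a log2 fold change of -0.94, and ACSL3, with -0.85. HMOX1 was at the floor of this depth, with 0 counts in each control replicate and 1, 1 and 0 in the hyperoside replicates, so no difference was detectable. From the lower SLC7A11 and GPX4 levels in sequencing, qPCR and Western immunoblotting, this section of the paper concludes that hyperoside drives ferroptotic CML cell death by inhibiting the SLC7A11/GPX4 pathway. Its other evidence for ferroptosis comes from ferrostatin-1 rescue, lipid peroxidation, labile iron, glutathione, electron microscopy and NRF2 overexpression. The sequenced libraries do not test these assays.

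**Figure D2:**
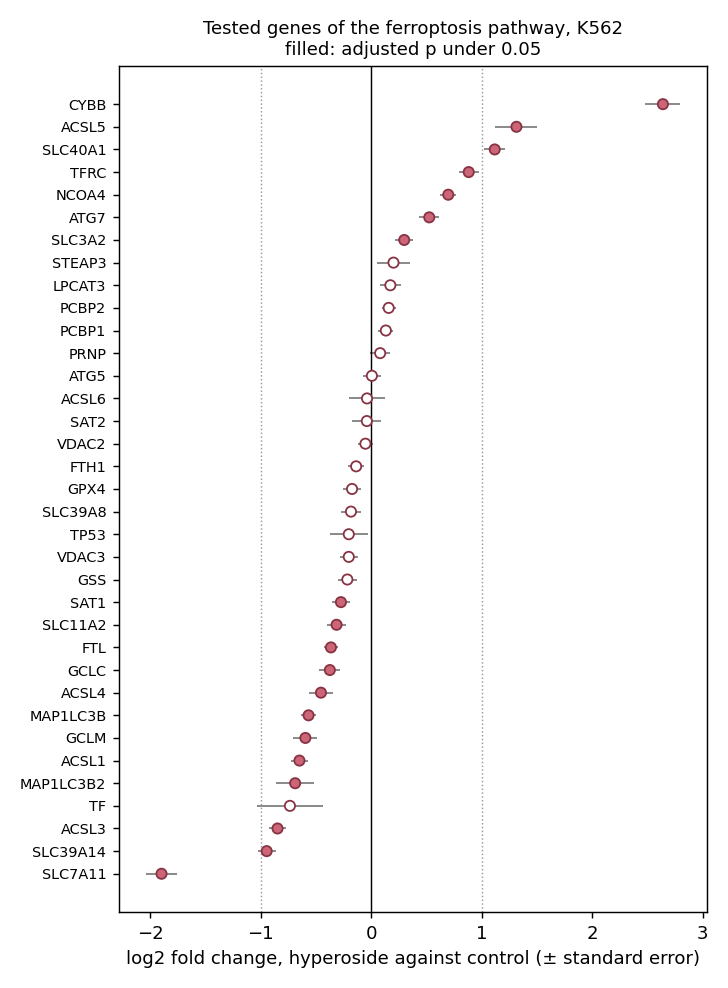
Log2 fold change of the 35 tested ferroptosis pathway genes, hyperoside against control, with the standard error as a bar and filled points for genes with an adjusted p under 0.05. CYBB, at 2.64, lies highest and SLC7A11 lowest.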

**Fig. 2:**
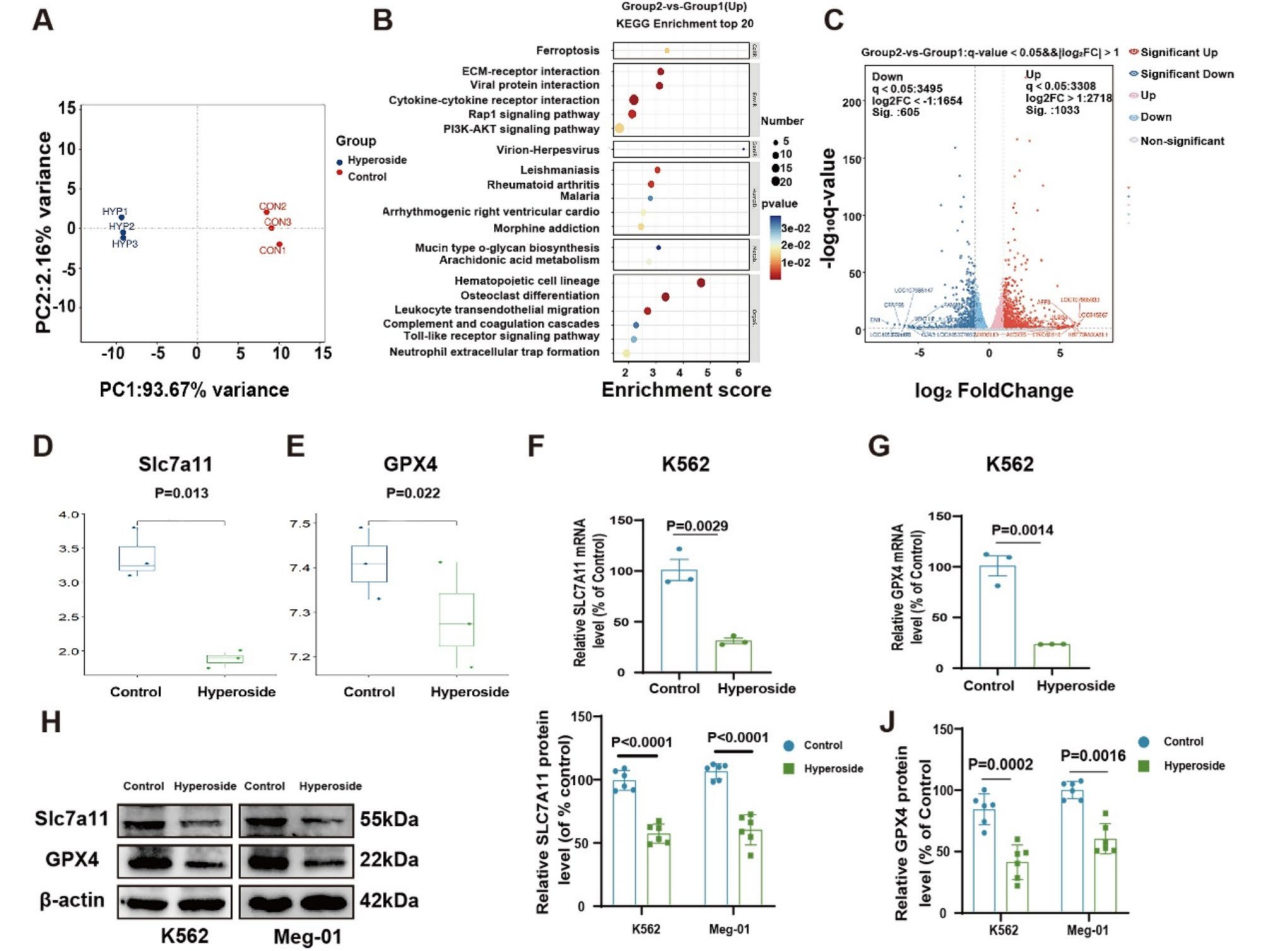
Hyperoside can trigger ferroptotic activity within CML cells. **A** Sequencing data were used to conduct PCA analyses. **B** KEGG enrichment analyses of genes differentially expressed in K562 cells following hyperoside treatment. **C** A volcano plot of differentially expressed genes. **D-E.** Sequencing analyses of SLC7A11 and GPX4 mRNA levels. **F-G.** SLC7A11 and GPX4 mRNA levels as measured via qPCR in K562 cells. **H-J.** SLC7A11 and GPX4 protein levels were detected via Western immunoblotting in K562 and Meg-01 cells

### Hyperoside induces ROS biogenesis, lipid peroxidation, and mitochondrial damage in CML cells

ROS is produced as a by-product of oxidative metabolism and represents a general term for peroxide-containing oxygen free radicals and other free radicals. Marked increases in ROS levels can cause significant damage to cellular structures. ROS levels in cells were measured using a ROS detection kit. It was found that the intensity of green fluorescence was significantly increased in the hyperoside group, indicating that hyperoside increased ROS levels in CML cells, resulting in cellular damage(Fig. 3A-C).

Ferroptosis is a recently discovered form of cell death characterized by the accumulation of Fe2 + and damage to mitochondrial membranes caused by oxidized polyunsaturated fatty acids (Tang et al. 2021). To further investigate the effect of hyperoside on ferroptosis, the levels of lipid peroxidation in CML cells were measured using the lipid peroxidation probe C11-BODIPY, indicating significant increases in the hyperoside group compared with the control group(Fig.  3D-F). Iron plays a central role in the pathogenesis of ferroptosis (Toyokuni et al. 2017). and the FerroOrange Fe^2+^ probe was thus used to detect intracellular unstable iron. Hyperoside treatment was found to increase the FerroOrange fluorescence signal in both CML cell lines, consistent with Fe2 + accumulation (Fig. 3G-I). Ferroptosis is also characterized by glutathione (GSH) depletion (Kim et al. 2023). and corresponding analyses of GSH and NADPH levels revealed that both the GSH/GSSG and NADPH/NADP + ratios were reduced in CML cells in response to treatment using hyperoside (Fig. 3J-K). Hyperoside also induced the accumulation of the lipid peroxidation byproduct MDA (Fig. 3L).

The level of mitochondrial ROS is an important index for evaluating the degree of mitochondrial damage (Li et al. 2023).The Mitosox probe was used to determine the production of mitochondrial ROS. Similarly, MitoSOX staining showed that treatment with hyperoside significantly increased mitochondrial ROS levels (Fig. S2a-d). We also examined the effect of hyperoside on ferroptosis-associated morphological characteristics. The unique morphological features associated with ferroptosis include a reduction in mitochondrial volume and an increase in membrane density (Stockwell et al. 2020). Transmission electron microscopy (TEM) revealed significant ferroptosis-related morphological changes in K562 and Meg-01 cells after treatment with hyperoside, visible as thickening, discontinuity, and shrinkage of the mitochondrial membranes (Fig. 3M-N). These results suggest that hyperoside triggers ferroptosis in CML cells.

**Fig. 3:**
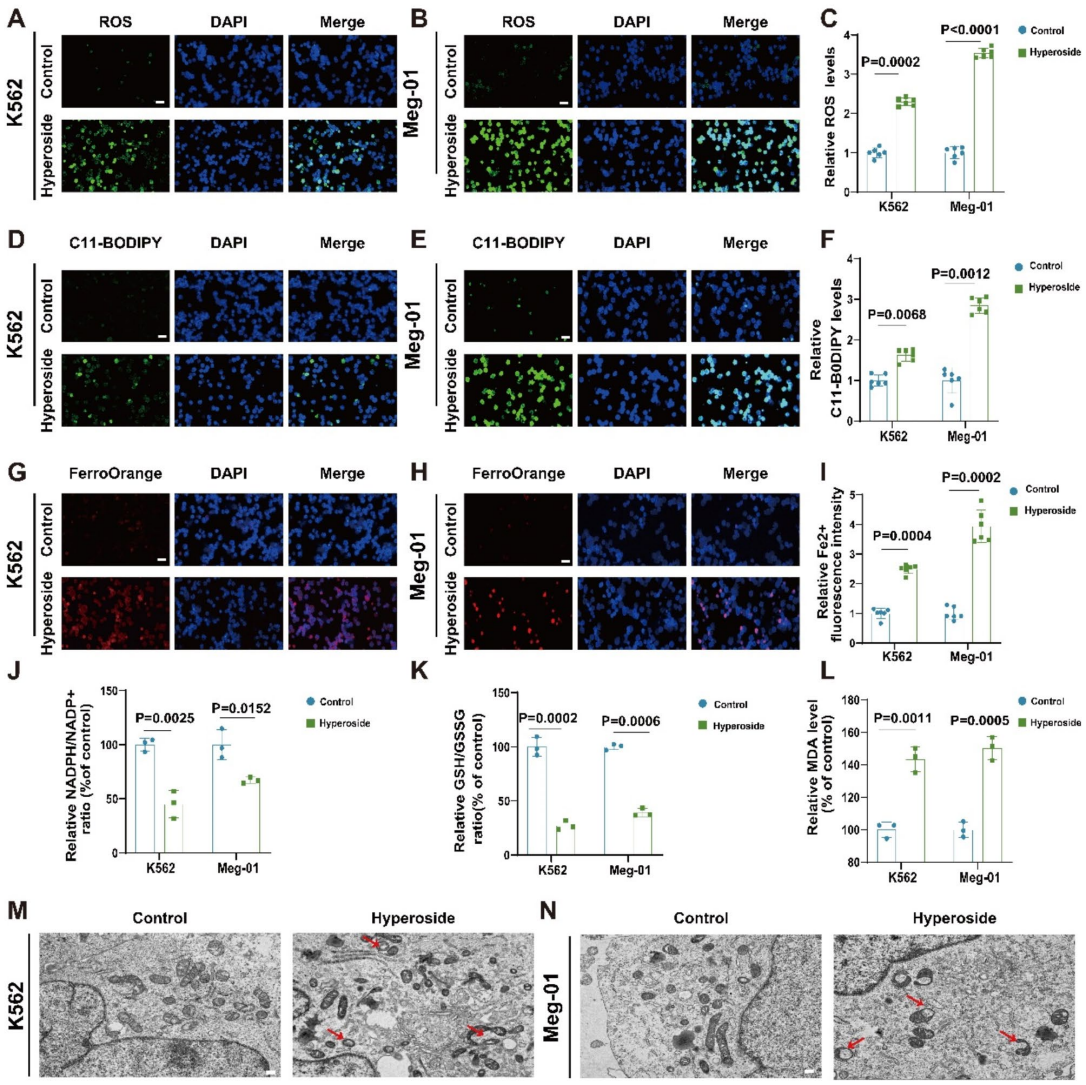
Hyperoside enhances lipid peroxidation, ROS production, and mitochondrial damage within CML cells. **A-C.** Intracellular ROS within K562 and Meg-01 cells were detected via DCFH-DA staining. Scale bar: 50 μm **D-F.** C11-BODIPY 581/591 staining was used to detect lipid ROS levels in K562 and Meg-01 cells. Scale bar: 50 μm. **G-I.** FerroOrange staining was used to detect labile iron in K562 and Meg-01 cells. Scale bar: 50 μm. **J-L.** The NADPH/NADP + ratio **J**, GSH/GSSG ratio **K**, and MDA levels **L** in K562 and Meg-01 cells were assessed with appropriate assay kits. **M-N.** Treated K562 and Meg-01 cell mitochondria were analyzed via TEM. Red arrows indicate mitochondrial damage induced by ferroptosis.Scale bar: 2 μm

### Ferroptosis is necessary for the anti-leukemic activity of hyperoside in CML

To more fully explore the role of ferroptosis in the antitumor activity of hyperoside, ferroptosis inhibitors were next used in an effort to rescue these antitumor effects. Western immunoblotting revealed that Fer-1 abrogated the inactivation of the SLC7A11/GPX4 pathway by hyperoside (Fig. 4A-D). Fer-1 was also able to reverse the accumulation of lipid ROS and Fe^2+^ within CML cells treated using hyperoside (Fig. 4E-H), while additionally suppressing MDA production and reversing the hyperoside-associated changes in the GSH/GSSG and NADPH/NADP + ratios (Fig.S3a-f). Ferroptosis is thus required for the anti-leukemic activity of hyperoside.

**Fig. 4:**
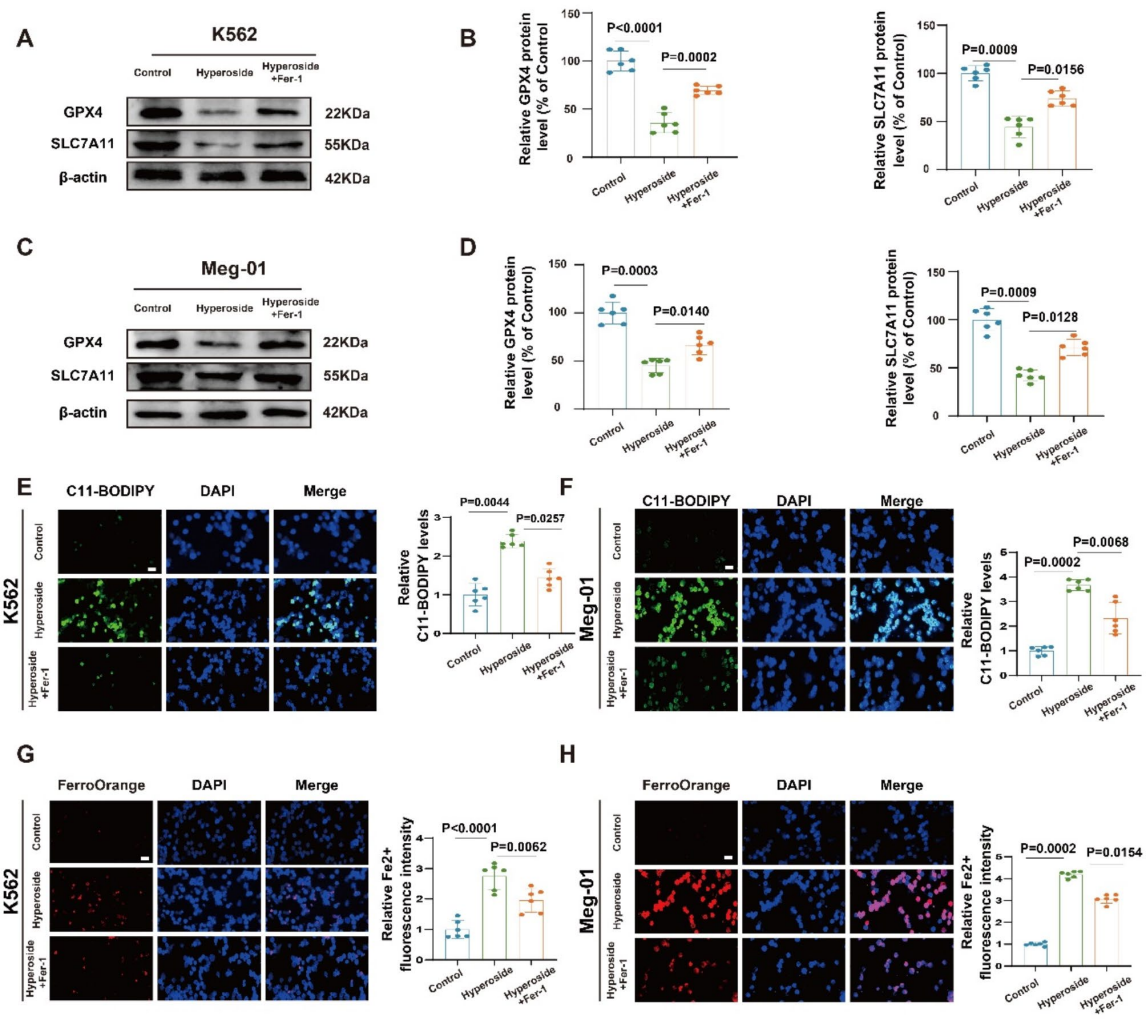
Ferroptosis inhibitors abrogate the antitumor effects of hyperoside treatment in CML cells. **A-D.** SLC7A11 and GPX4 protein levels were detected via Western immunoblotting within K562 and Meg-01 cells. **E-F.** Lipid ROS detection within K562 and Meg-01 cells was performed via C11-BODIPY 581/591 staining. Scale bar: 50 μm. **G-H.** Labile iron was detected in K562 and Meg-01 cells via FerroOrange staining. Scale bar: 50 μm

### Hyperoside can induce ferroptosis through the inhibition of NRF2/SLC7A11/GPX4 signaling within CML cells

NRF2 serves as a key regulator of SLC7A11/GPX4 signaling, which suppresses ferroptosis (Dodson et al. 2019). Sequencing analyses revealed a positive correlation between SLC7A11 and NRF2 (Fig. 5A). 

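NRF2 is encoded by NFE2L2. In control replicates 1, 2 and 3, SLC7A11 had 76.9, 83.8 and 125.4 normalized CPM, and NFE2L2 had 90.6, 92.7 and 98.7. In hyperoside replicates 1, 2 and 3, SLC7A11 had 25.8, 28.2 and 22.9 normalized CPM, and NFE2L2 had 66.1, 64.5 and 66.6. The 6 libraries formed 2 separate clusters, the treatment groups, and a correlation over all of them would restate the difference between the groups, so no pooled coefficient is given. Within the control group the library with more NFE2L2 also had more SLC7A11, and within the hyperoside group the order was the opposite. The relation between the genes within the groups was not tested, and 3 libraries in each group would give such a test little power.

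**Figure D3:**
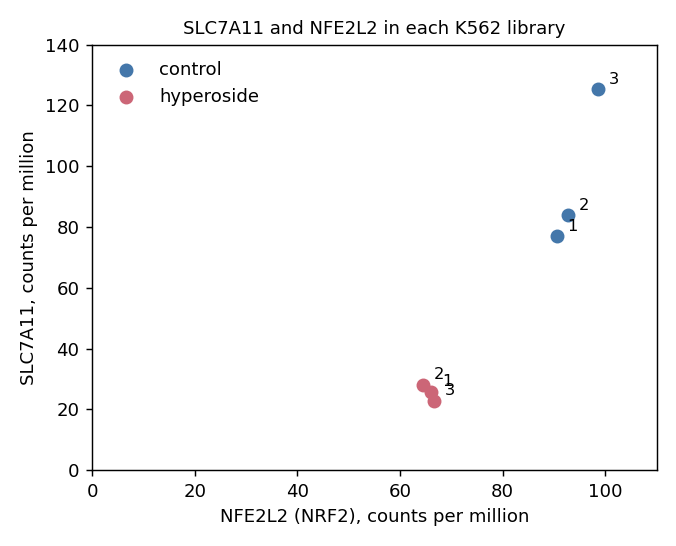
Normalized CPM of SLC7A11 against those of NFE2L2, with a point per K562 library and its replicate number. The control libraries lie between 76.9 and 125.4 for SLC7A11, and the hyperoside libraries between 22.9 and 28.2.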

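NFE2L2 lies on chromosome 2 of GRCh38 from 177227595 to 177392697, on the minus strand, and its exons overlap AC019080.1 on the same strand and AC079305.1 and AGPS on the opposite strand in the GENCODE 29 annotation. Its counts could include reads of these genes, since the counting is not stated to use strand. In the sequenced K562 libraries NFE2L2 averaged 93.97 ± 4.19 normalized CPM in the control group and 65.7 ± 1.09 in the hyperoside group (SD, n = 3 libraries each), or 69.9% of the control mean. The log2 fold change was -0.52 (standard error 0.08, adjusted p = 2.46e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups did not overlap. On the scale of log2(FPKM + 1), the values were 4.91 ± 0.09 in the control group and 4.46 ± 0.02 in the hyperoside group (SD, n = 3 each). The difference of -0.45 had p = 0.1 in a two-sided exact permutation test, the smallest p that this design allows.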

Hyperoside is capable of inhibiting NRF2 mRNA expression (Fig. 5B), and decreases in NRF2 protein levels following hyperoside treatment were confirmed in both cell lines via Western immunoblotting (Fig. 5C). GFP fluorescence imaging was used to verify the transduction efficiency in cells after purinomycin selection (Fig. 5D).

Lentiviruses were used to prepare NRF2 overexpression cell lines (Fig. 5E), and the ability of upregulation to reverse hyperoside-induced NRF2, SLC7A11, and GPX4 downregulation was thus demonstrated (Fig. 5F-I). Overexpressing NRF2 also led to the elimination of hyperoside-induced intracellular lipid peroxide and labile iron accumulation (Fig. 5J-M). These data demonstrated the central role of the NRF2/SLC7A11/GPX4 pathway in hyperoside-induced ferroptosis in CML.

**Fig. 5:**
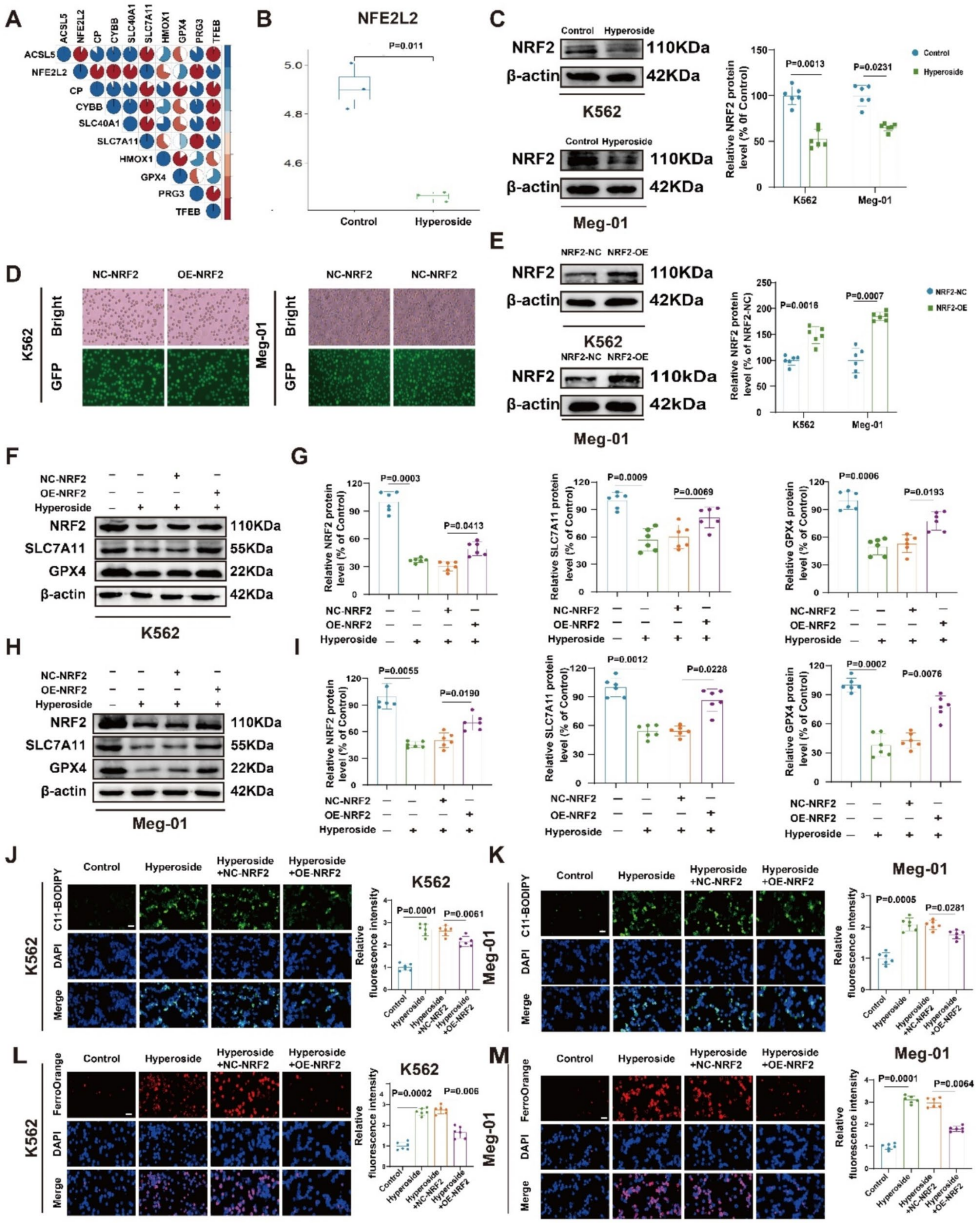
Hyperoside suppresses NRF2/SLC7A11/GPX4 signaling within CML cells. **A** Sequencing results revealed a positive correlation between SLC7A11 and NRF2. **B** NRF2 mRNA levels. **C.** NRF2 was detected in K562 and Meg-01 cells via Western immunoblotting. **D-E.** NRF2-overexpressing cell line construction. **F-I.** NRF2, SLC7A11, and GPX4 in K562 and Meg-01 cells were detected via Western immunoblotting. **J-K.** Lipid ROS detection within K562 and Meg-01 cells was performed via C11-BODIPY 581/591 staining. Scale bar: 50 μm. **L-M.** Labile iron was detected in K562 and Meg-01 cells via FerroOrange staining. Scale bar: 50 μm

### Hyperoside binds to NRF2 to induce ferroptosis in CML cells

Lastly, a series of analyses were conducted to determine whether hyperoside is capable of interacting with the NRF2 protein within CML cells. Molecular docking analyses were thus conducted, revealing a binding energy of -7.7 kcal/mol for the interaction between hyperoside and NRF2 consistent with stable binding (Fig. 6A). DARTS analyses also indicated that hyperoside binding can protect NRF2 from protease-mediated digestion, slowing the degradation of this transcription factor (Fig. 6B-C). CETSA showed that hyperoside stably bound to NRF2 and attenuated its degradation rate at high temperature.(Fig.6D-E) (Fig. 6D-E).

**Fig. 6:**
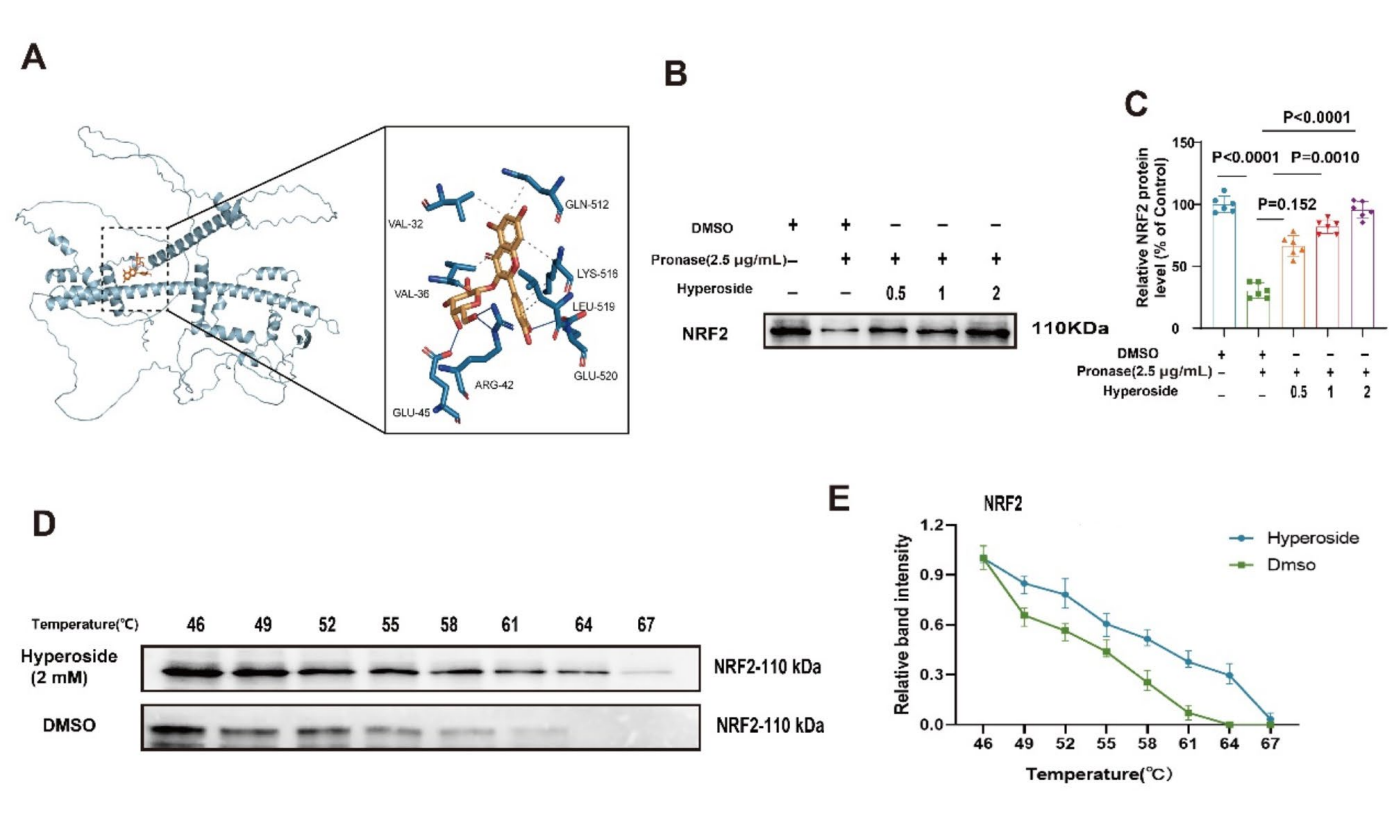
Hyperoside and NRF2 physically interact. **A.** Molecular docking analyses of interactions between hyperoside and NRF2. **B-C.** NRF2 protein levels in DARTS analyses. **D-E.** NRF2 protein levels in CETSA analyses

## Discussion

CML is a malignant myeloproliferative disease that accounts for an estimated 14% of all cases of leukemia newly diagnosed among adults (Jabbour et al. 2023; Siegel et al. 2019). The BCR::ABL TKI imatinib is a first-line treatment for CML, but some patients exhibit imatinib resistance (Vetrie et al. 2020). There is thus a clear need to identify alternative therapeutic options. Interest in extracting bioactive ingredients from herbal medicines has grown in recent years (Shanmugam et al. 2017). Hyperoside exhibits a range of antitumor activities through its ability to suppress angiogenesis, induce apoptosis, inhibit proliferation, and initiate cell cycle arrest in many cancer cell lines (Wang et al. 2022). It has been reported that hyperoside inhibits the AKT/mTOR/P70S6K pathway while activating the ERK1/2 pathway to induce autophagy in A549 lung cancer cells (Fu et al. 2016). Hyperoside also promotes apoptosis in thyroid squamous cell carcinoma cell lines through the Fas/FasL signaling pathway (Liu et al. 2017) In this study, the mechanisms through which hyperoside affects CML cells were thus analyzed. Hyperoside was ultimately found to exert its anti-leukemic effects through the induction of NRF2/SLC7A11/GPX4 pathway-mediated ferroptosis within CML cells (Fig. 7).

**Fig. 7:**
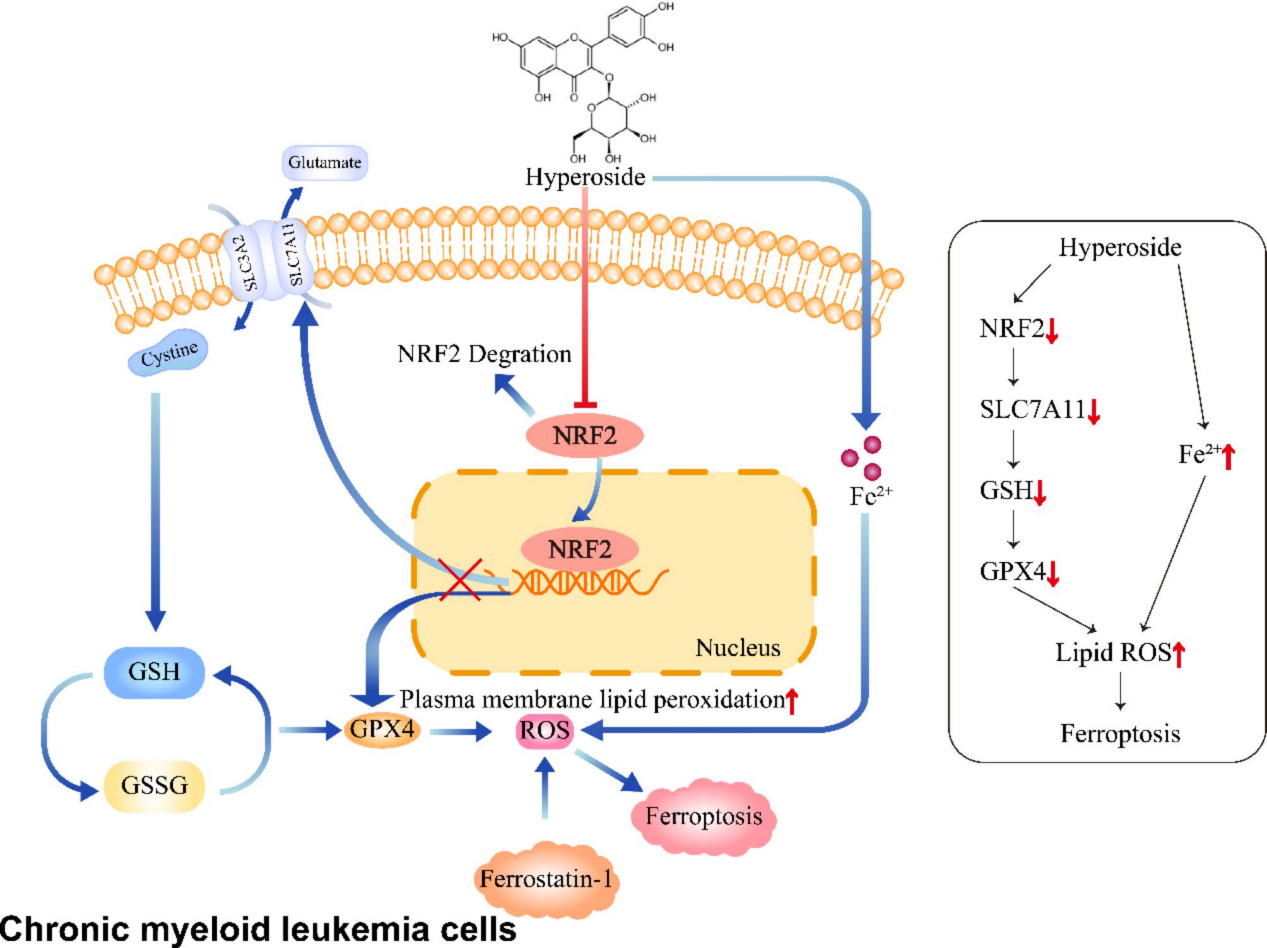
Schematic overview of the main study results. Hyperoside can induce CML cell ferroptosis through targeting of the NRF2/SLC7A11/GPX4 pathway

Ferroptosis and apoptosis are both types of programmed cell death that are closely intertwined, with apoptosis potentially giving rise to ferroptotic death in some instances, while ferroptosis can also render cells more sensitive to apoptotic death (Tong et al. 2022). The ferroptotic and apoptotic pathways are thus promising targets for the treatment of cancer. Many drugs capable of treating cancer have been reported to function through the dual targeting of these pathways (Zhang et al. 2022). For instance, curcumin can induce ferroptosis and apoptosis in osteosarcoma cells through its ability to modulate the NRF2/GPX4 pathway (Yuan et al. 2023). Dihydroisotanshinone I can similarly induce these forms of cell death in breast cancer cells (Lin et al. 2019), while oridonin can do so in osteosarcoma cells to suppress their growth (Zhang et al. 2024). In this study, hyperoside was found to induce the ferroptotic and apoptotic death of CML cells, suggesting it exerts its antitumor effects through these two interrelated processes. Distinct from necrosis, autophagy, or apoptosis, ferroptosis is defined by iron ion and lipid peroxide accumulation (Yan et al. 2021). In recent years, ferroptosis has been widely leveraged to guide the treatment of many cancer types, and it has been established as a process that generally suppresses tumor growth (Liang et al. 2019). GPX4 can regulate ferroptosis, protecting against this form of cell death through the glutathione-mediated elimination of phospholipid peroxides (Forcina and Dixon 2019). The absence of inhibition of GPX4 can spur ferroptosis induction together with a rise in lipid ROS within cells, inhibiting tumor cell proliferative activity (Jia et al. 2020). Many flavonoids have been reported to have antioxidant properties, which may account for their antitumor and apoptosis-inducing effects (Khan et al. 2012). Tumor cells with higher ROS levels were more susceptible to the induction of cell death than normal cells with lower ROS levels. Therefore, novel anticancer drugs that promote ROS production may have significant potential. Hyperoside induces G2/M cell cycle arrest and apoptosis in human colorectal cancer cells by increasing ROS accumulation (Zhang et al. 2017). Hyperoside has been shown to increase intracellular ROS levels in a dose-dependent manner in A549 cells (Chen et al. 2020). This is consistent with our findings. Inhibitors of GPX4 including RSL3 and FIN56 can induce its degradation within tumor cells, leading to ferroptotic initiation (Imai et al. 2017; Wei et al. 2020). SLC7A11 is an important multichannel transmembrane protein with cystine/glutamate reverse transporter protein activity involved in the Xc system (Koppula et al. 2018). Here, hyperoside was found to suppress SLC7A11 and GPX4 expression within CML cells while also altering the levels of ROS, Fe^2+^, MDA, NADPH, and GSH in these cells in a manner that could be reversed by inhibitors of ferroptosis. Ferroptosis thus appears to play an important role in hyperoside-mediated anti-CML activity.

NRF2 is a transcription factor capable of regulating an array of antioxidant enzymes and genes to preserve redox homeostasis (Basak et al. 2017), and it is commonly upregulated in human cancers. Both GPX4 and SLC7A11 are transcriptional targets of NRF2 (Sasaki et al. 2002). RNA-seq and Western immunoblotting analyses confirmed the ability of hyperoside to inhibit NRF2 expression, and positive correlations were observed between NRF2 and SLC7A11. NRF2 overexpression, however, impaired the ability of hyperoside to inhibit SLC7A11 and GPX4. Molecular docking, DARTS, and CETSA experiments also demonstrated the high degree of affinity of hyperoside for NRF2. These data thus support a model wherein hyperoside can control CML cell ferroptosis through the inhibition of NRF2.

There are some limitations to this work. For one, this study was centered around the effects of hyperoside in CML cell lines, but studies of imatinib-resistant CML cells may be of greater clinical relevance and will be an important focus for future research. Hyperoside treatment of mice will also be necessary to confirm the importance of the NRF2/SLC7A11/GPX4 axis in the anti-leukemic effects of hyperoside.

In conclusion, these analyses offer evidence for the ability of hyperoside to exert its anti-leukemic activity in the treatment of CML. These effects appear to be at least partially mediated by ferroptotic induction through the NRF2/SLC7A11/GPX4 pathway. Hyperoside is thus a promising candidate drug for the treatment of CML.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

No datasets were generated or analysed during the current study.

# Supplementary material for: Hyperoside induces ferroptosis in chronic myeloid leukemia cells by targeting NRF2
**Source:** Mol Med. 2024 Nov 21;30:224. doi: 10.1186/s10020-024-01002-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary file**

**Hyperoside induces ferroptosis in chronic myeloid leukemia cells by targeting NRF2**

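The qPCR primers were matched to the transcripts of the GENCODE 29 annotation on GRCh38. Both SLC7A11 primers matched 1 of the 2 annotated SLC7A11 transcripts in full. The product had 129 bases from exons 8 and 9 of this 12-exon transcript, on chromosome 4 between 138182321 and 138183257. In the other SLC7A11 transcript the forward primer matched in full, and the reverse primer had 10 mismatches at its closest site. The pair listed for GPX4 matched 1 of the 13 annotated GPX4 transcripts in full, ENST00000588919.5, with a product of 113 bases from exons 4 and 6 of 7, on chromosome 19 between 1105757 and 1106412. The forward GPX4 primer matched 10 of the 13 transcripts in full. In the other 9 of these 10, the reverse primer had 5 to 7 mismatches at its closest site, and at most 2 bases at its 3′ end paired. The pair listed as NADPH matched ACTB, the gene of β-actin, with a product of 155 bases on chromosome 7 between 5528094 and 5528343. NADPH is a metabolite and has no transcript, and the paper's methods name GAPDH as the gene used for normalization.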

**Supplementary Table S1.** Sequences for qPCR primers.

| **Gene Name** | **Primer sequence (5’-3’)** | |
| --- | --- | --- |
| SLC7A11 | Forward | TTTGTTGCCCTCTCCTGCTTTG |
|  | Reverse | AGTGTGCTTGCGGACATGAATC |
| GPX4 | Forward | CCGCTGTGGAAGTGGATGAAG |
|  | Reverse | TGTCGATGAGGAACTGTGGAGAG |
| NADPH | Forward | TCATCACCATTGGCAATGAGCG |
|  | Reverse | CACTGTGTTGGCGTACAGGT |

**
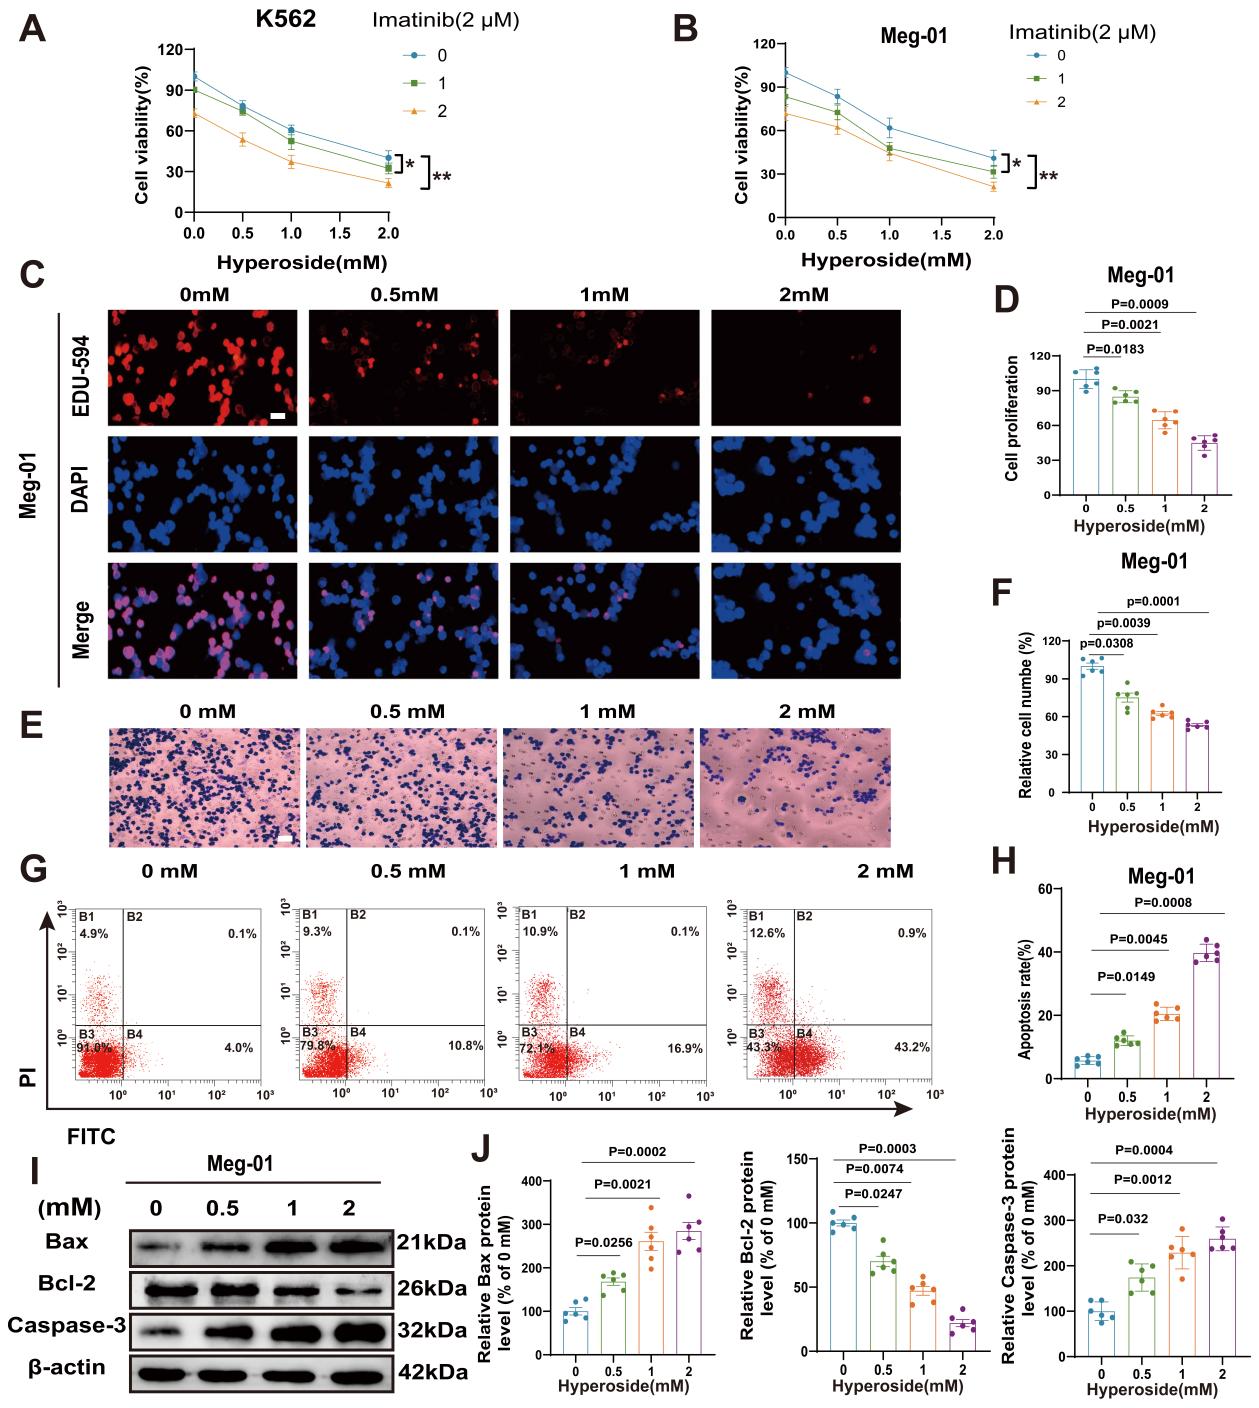
**

**Figure S1.** Hyperoside impairs CML cell viability, migration, and proliferation. **A-B.** K562 and MEG-01 cells were treated with different concentrations of hyperoside and imatinib for 24 h, and cell viability was assayed. **C-D.** Proliferation was detected through an EdU-594 assay. Scale bar: 50 μm. **E-F.** Transwell assays were used to measure migration. Scale bar: 100 μm. **G-H.**  Flow cytometry was used for the quantitative analysis of apoptosis. **I-J.** Bax, Bcl-2, and Caspase-3 protein levels were detected via Western immunoblotting.

**
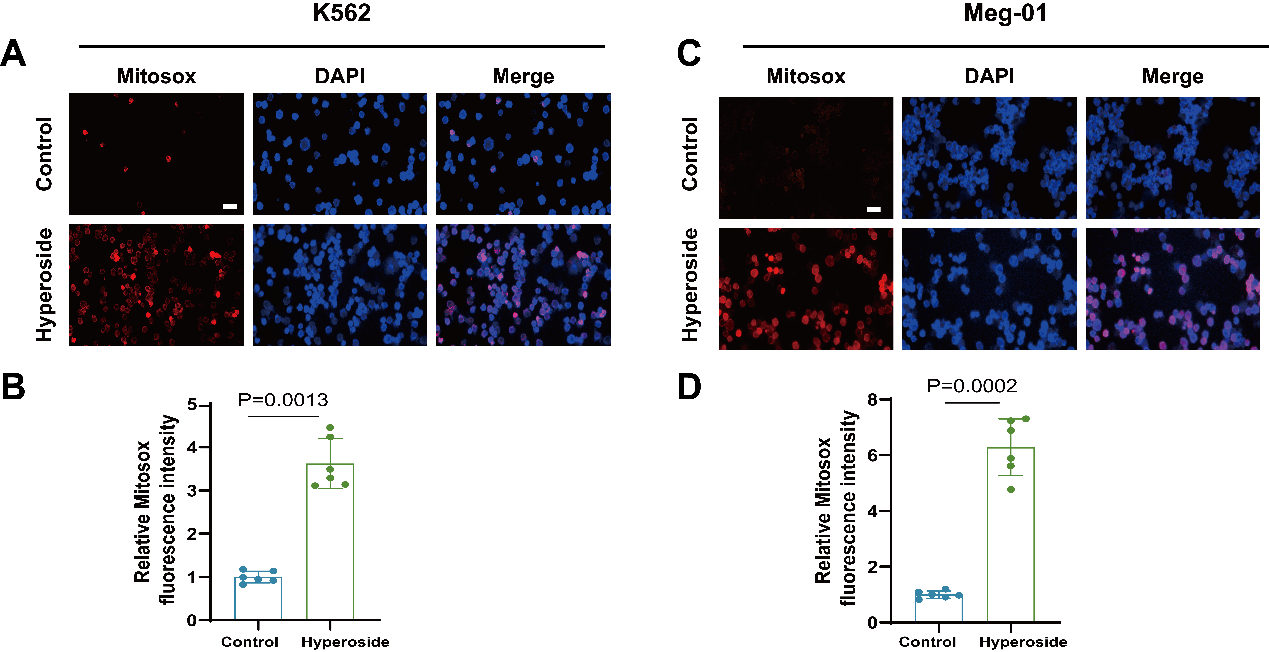
**

**Figure S2.** Hyperoside enhances mitochondrial damage within CML cells. **A-D.** The mitochondrial ROS upon hyperoside treatment were evaluated by MitoSOX staining in K562 and Meg-01 cells.

**
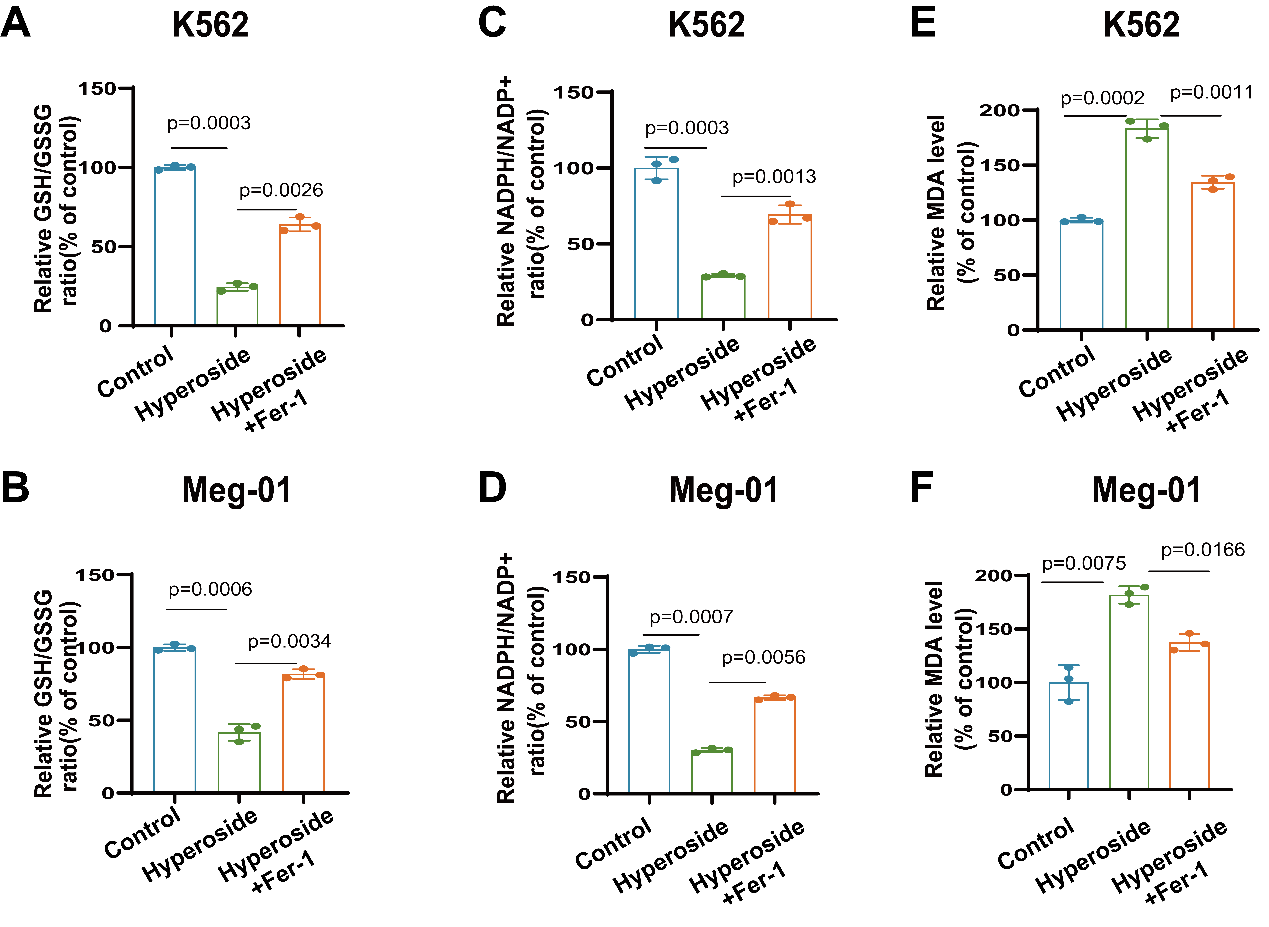
**

**Figure S3.** Ferroptosis is necessary for the anti-leukemic activity of hyperoside in CML. **A-F**.CML cells were incubated with hyperoside (2 mM) with or without Fer-1 (2 μM)，and NADPH/NADP+ ratio, GSH/GSSG ratio, and MDA levels were measured.

How the deposited data were processed for this re-analysis (not part of the article)

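RNA from K562 cells was sequenced in 6 libraries, 3 from the control group and 3 from the hyperoside (2 mM) group. The condition and the replicate number of each library were taken from the sample labels, and the dose from the paper's results. RNA was extracted with Trizol and sequenced on an Illumina HiSeq instrument, and OE Biotech performed the data analysis for the authors. The authors deposited raw counts per gene without normalization. They also deposited FPKM values, which they made by scaling the counts to gene length and library total. The same whole-number gene length accounted for the FPKM values in all 6 libraries in 100% of the 23241 genes with counts. The paper's text does not name the aligner, the counting program, the genome build, the annotation, the use of strand or the time of treatment before RNA extraction. The table lists 24960 genes by symbol and NCBI gene number, of which 17107 are listed as protein coding and 7853 as non-coding, and 1719 have no count in any library.

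The counts on genes summed to between 35613283 and 36754725 per library. At this depth 1 count in control replicate 1 corresponds to 0.0272 FPKM for a gene of 1 kilobase. A count of 0 allows up to 3 counts, and intervals or limits of this kind cover counting error only. Replicates of the same group differed by more than counting error. The chi-square statistic per degree of freedom was 6.34 to 23.1 between control libraries and 7.25 to 13.1 between hyperoside libraries, so none of the libraries is a resequenced copy of another.

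Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, normalized by TMM and compared with the quasi-likelihood test, with the condition as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 15095 tested genes. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. DEGs were called at an adjusted p under 0.05 and a fold change above 2 in either direction, as in the paper. The paper names the DESeq package, which was not used here. DESeq2 1.42.0 and limma 3.58.1 served for alternatives and for tests of gene lists. FPKM values of SLC7A11, GPX4 and NFE2L2 were compared on the log2(FPKM + 1) scale with two-sided exact permutation tests. Principal components were computed from log2 CPM with a prior count of 2. Pathways with at least 3 background genes were tested with a one-sided hypergeometric test on the pathway column of the authors' count table, which names 344 pathways. Tables were combined in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

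Gene lists for ferroptosis, NRF2 targets, ATF4 targets, cell cycle, erythroid, megakaryocytic, hypoxia, AhR targets and p53 targets were written before the data were examined. They were tested with limma's camera at an inter-gene correlation of 0.01, with camera at an estimated correlation and with fry. Lists for the unfolded protein response, sterol synthesis and granulocytic and monocytic genes were added after the table of called genes had been seen, but before the values of their members were looked at. Genes named in the text were chosen by a rule written before the data were examined. The rule takes every gene the paper names in its sequencing results or as a protein, the 5 DEGs with the smallest adjusted p in each direction, the 5 with the largest fold change in each direction among DEGs with a mean of at least 100 normalized counts, every DEG of the ferroptosis pathway, TFRC, and up to 5 members of each list. A gene that this rule takes and the membership of some listed genes in a pathway are not reported here. Other genes are marked in the text as chosen after their values were seen. The qPCR primers of Supplementary Table S1 and gene positions were matched to GENCODE 29 on GRCh38. The GC content of transcripts came from the same annotation.

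The steps were tested on simulated counts drawn from the means and library sizes of the 15095 tested genes. Of 198 changed genes among the 14848 tested in the simulation, 151 (76.3%) were recovered at an adjusted p under 0.05. At this adjusted p 14 other genes were called, 8.48% of calls. Recovery was 92.9% for the larger simulated changes and 60% for the smaller ones. The fold-change threshold of DEGs was not applied in the simulation, so these rates are not those of DEG calls. With no change simulated, 1 gene was called. A simulated pathway with 8 raised genes ranked 1 of 337, and 0 of 7 unchanged lists were called. The real ferroptosis pathway had 3 upregulated DEGs, so this rank does not measure the power to find it. Genes were drawn independently of each other, so the simulation could not show false list calls that arise from correlation between genes. Alternatives covered normalization, test, filter on low counts, gene length, depth, FPKM with added 1 or 0.1, the fold-change threshold, a replicate block and each library left out in turn. Everything in the deposited tables other than counts, FPKM values, gene identifiers and KEGG pathways was not analysed here.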

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

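The tests of GC content and of the culture medium for the ATF4 target genes were chosen only after the result was seen, and the unfolded protein response, sterol and histone tests were chosen after the called genes were seen but before the medians of the lists and the histone sum were. They concern genes, gene lists and pathways for which the paper's text gives no result from its sequencing data.

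The 5 upregulated and the 5 downregulated DEGs with the smallest adjusted p in their direction are not named in the paper. The upregulated ones were LOC102724908 (log2 fold change 2.63), LOC105377442 (2.89), TXNIP (1.99), TRANK1 (2.17) and CHST3 (3.47). The downregulated ones were HSPA5 (-2.42), CHAC1 (-3.41), HSP90B1 (-2.08), INSIG1 (-1.80) and H2BC21 (-2.01). Each kept its direction and an adjusted p under 0.05 in all 17 alternatives run for it, and in each the 3 hyperoside libraries lay on one side of the 3 control libraries. The real grouping was 1 of 10 splits of the 6 libraries into 3 and 3, and 1 of the 10 splits gave as many genes with an adjusted p under 0.05, the real one with 6841. The 9 other splits gave 0 genes at an adjusted p under 0.05 and 66 to 403 genes at an unadjusted p under 0.05. Each of these splits mixes control and hyperoside libraries in its groups, so the treatment difference adds to the spread within groups. Few calls were therefore to be expected in them, and the contrast of 6841 with 0 is no measure of chance. Since 10 splits cannot give a share under 0.1, the number of splits by itself decides nothing about a chance arrangement of the libraries. Over all tested genes, the groups did not overlap in 54.4%, against 10% by chance. No explanation was tested for LOC102724908, LOC105377442, TRANK1 and CHST3, and hyperoside treatment remains open as an untested one.

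Targets of ATF4, a transcription factor of the amino acid and endoplasmic reticulum stress responses, were lower in the hyperoside group. Of 32 listed genes 31 were tested and 28 were lower, with a median log2 fold change of -1.08. After adjustment over all tested genes, and adjusted over the list alone, 28 were called lower and 2 higher. The adjusted p from limma's camera test with a correlation of 0.01 was 4.93e-13, that from fry was 2.2e-04, and that from camera with an estimated correlation was 0.300, so the call does not hold under the last. Among other splits of the libraries the smallest camera p of this list was 7.91e-07, and each of these splits carries a part of the difference between the treatment groups. Only 1 of the 10 splits, the real one, gave a p as small as the real one, and as 10 splits are too few for a share under 0.1, this number by itself decides nothing. Several technical explanations are argued against. After the correction for gene length the median was -1.09. After the trend of fold change on the GC content of 13892 genes was subtracted, with a value for 31 of the 31 tested members, the median was -1.11 (permutation test against random lists, p = 1e-05, the smallest that 100000 draws can give). The 10 most abundant genes took 7.16% of the counts in the control group and 7.69% in the hyperoside group, a shift of -0.0083 on the log2 scale, far under the list's median.

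The ATF4 targets may have fallen as part of a wider fall of the unfolded protein response. Of 10 listed genes of that response, none of them on the ATF4 list, 9 were lower, with a median log2 fold change of -0.73. Limma's camera test gave an adjusted p of 6.7e-05 over 3 added lists, and an unadjusted p of 0.013 with an estimated correlation. HSPA5 and HSP90B1 belong to the same response and were not among the 10 listed genes. Another candidate explanation is that control cells had used up more of their medium by the time of RNA extraction, which would raise stress genes in the control group. ARRDC4, chosen after its relative TXNIP was seen among the top genes because both rise with glucose, had a log2 fold change of 0.37 (edgeR adjusted p 0.0254). An effect of hyperoside on glucose use would raise it too, so medium and drug cannot be told apart with these 6 libraries.

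INSIG1, a target of sterol regulation, may be lower as part of a lower sterol synthesis programme. All 13 listed sterol genes were lower and called, with a median log2 fold change of -1.04 (limma camera adjusted p 8.32e-08, unadjusted p 0.026 with an estimated correlation). What lowered sterol genes was not tested, and hyperoside treatment stays open.

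The bile secretion pathway was enriched among downregulated DEGs, with 8 of 39 background genes (5.92-fold, hypergeometric test, Benjamini-Hochberg adjusted p 0.00739). No explanation of this enrichment was tested.

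Downregulated DEGs were enriched in the systemic lupus erythematosus pathway, with 11 of 68 background genes (4.67-fold, adjusted p 0.00594), and in the alcoholism pathway, with 13 of 116 (3.23-fold, adjusted p 0.0185), both from hypergeometric tests with Benjamini-Hochberg adjustment over 337 pathways. The 11 genes of the first are histone genes and all are among the 13 of the second, so these are a single observation. Near-identical histone genes share reads, and a loss of reads from some to others would leave their sum unchanged. The sum over 66 histone genes was 3314 ± 320.5 CPM in the control group and 1897 ± 83.6 in the hyperoside group (SD, n = 3 libraries each), a log2 ratio of -0.80, with each hyperoside library under each control library. This argues against an exchange of reads between copies. Of the 42 tested histone genes, 29 were called lower and 1 higher. Most histone transcripts lack a poly(A) tail, and an influence of the library preparation on them was not tested.

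The cell cycle list had a median log2 fold change of -0.13 over 25 tested genes, 18 of them lower, with an adjusted p of 0.0269 from limma's camera test. After adjustment over all tested genes, and adjusted over the list alone, 11 genes were called lower and 1 higher. The list's adjusted p was 0.0195 under fry and 0.528 under camera with an estimated correlation. It was 0.0579 without control replicate 1, 0.0557 without hyperoside replicate 1 and 0.0784 without hyperoside replicate 3. The named members with the smallest adjusted p were CDK1 (log2 fold change -0.65), AURKB (-0.82), BUB1 (-0.53), CCNB2 (-0.61) and CDC20 (-0.54). The median shift of all tested genes stayed under 0.05 in size in every normalization tried. No biological explanation was tested, and the paper's treatment is the difference the design names.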

How the results depend on the processing

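The alternatives were set before the data were examined, except the regularized log transformation for the principal components, which was chosen after seeing the data. SLC7A11 and NFE2L2 kept their direction and an adjusted p under 0.05 in all 17 alternatives. The log2 fold change of SLC7A11 ranged from -2.03 to -1.65 across the 6 fits that each left out one replicate and from -1.98 to -1.51 across the others, and that of NFE2L2 from -0.54 to -0.48 and from -0.52 to -0.45. In the comparisons of log2(FPKM + 1), CPM in place of FPKM gave -1.83 for SLC7A11, -0.51 for NFE2L2 and -0.17 for GPX4. GPX4 was lower in all 17 alternatives and had an edgeR adjusted p under 0.05 in 1 of them, without hyperoside replicate 3, in a range of 0.0464 to 0.449. Its log2 fold change was -0.23 to -0.11 across the fits that left out one replicate, nearest to 0 without control replicate 1, and -0.08 with the gene length correction.

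The number of DEGs moved by more than 1.5 times in 3 alternatives. It was 208 upregulated and 136 downregulated with limma-trend on log2(FPKM + 1), where the added 1 shrinks fold changes of genes with low values, 229 and 146 with edgeR's glmTreat test against a fold change of 2, which is stricter, and 1785 and 1378 with a fold change threshold of 1.5, which is looser. Without one replicate in turn, 864 to 1042 DEGs were upregulated and 510 to 574 downregulated, and with the adjusted p alone 2700 to 3549 genes were higher and 2858 to 3618 lower. The share of upregulated genes among DEGs was 63.1%, and it was 67.4% with upper quartile normalization.

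The replicate numbers do not pair the libraries, since the deviations of same-numbered libraries from their group means correlated at -0.081, -0.0327 and -0.0342 for replicates 1, 2 and 3. A fit with the replicate block gave 924 upregulated and 542 downregulated DEGs, and it changed no call of SLC7A11, GPX4, NFE2L2 or the gene lists. Among the other named genes it changed the call of TIPARP alone (log2 fold change -0.20, edgeR adjusted p 0.0929, and 0.0621 with the gene length correction added).

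The share of variance on the first principal component was 62.1% with all genes that passed the filter, 54.1% with these scaled to unit variance, 66.6% with the top 1000 genes, 90.2% with log2(FPKM + 1), 93.5% with the variance stabilizing transformation and 93.7% with the regularized log transformation. It was 67.0% to 70.0% across the analyses that left out one replicate. The cause was not tested.

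The ferroptosis pathway had no adjusted p under 0.05 in any of its 14 alternatives. Its enrichment was 1.76-fold to 2.49-fold across the fits without one replicate. It fell under 1 with all genes higher at an adjusted p under 0.05 in place of upregulated DEGs (0.858) and with downregulated DEGs (0.824), both of which test other genes.

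Among the gene lists, the estimated inter-gene correlation raised the adjusted p of camera to 0.528 for NRF2 targets, 0.300 for ATF4 targets and 0.528 for cell cycle. With fry the adjusted p was 0.0293 for ferroptosis, 0.0015 for megakaryocytic, 0.0470 for hypoxia and 0.00986 for AhR targets. Camera on genes with at least 10 counts in every library gave 0.0345 for megakaryocytic and 0.0345 for hypoxia, and camera on log2(FPKM + 1) gave 0.0432 and 0.0320. Across the fits that left out one replicate, the adjusted p ranged from 0.00233 to 0.0509 for NRF2 targets, highest without hyperoside replicate 1, from 0.0074 to 0.0784 for cell cycle, from 0.0192 to 0.143 for megakaryocytic and from 0.00841 to 0.143 for hypoxia, both lowest without hyperoside replicate 2. Hypoxia also gained a call without control replicate 2 (0.0430), and cell cycle lost its call without control replicate 1 (0.0579), hyperoside replicate 1 (0.0557) or hyperoside replicate 3 (0.0784). The causes were not tested.

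Of 64 other named genes, 3 changed in some alternative, with 1068 comparisons the same, 18 weaker, 0 stronger and 0 reversed. BAX lost its call without hyperoside replicate 2 (edgeR adjusted p 0.0814). ITGA2B lost it without control replicate 1 (0.0589), control replicate 2 (0.0723), hyperoside replicate 1 (0.0734) or hyperoside replicate 2 (0.0590), and with limma-trend on log2(FPKM + 1) (0.0753) or log2(FPKM + 0.1) (0.0679). TIPARP lost it without control replicate 2 (0.116), control replicate 3 (0.0650), hyperoside replicate 1 (0.0718), hyperoside replicate 2 (0.127) or hyperoside replicate 3 (0.108), with upper quartile normalization (0.0895), without a filter on low counts (0.0753), with limma-trend on log2(FPKM + 1) (0.0817) or log2(FPKM + 0.1) (0.0844), and in the fits with the block given above. The depth limits CP, ALOX15 and HMOX1, which stayed at or near 0 counts in the control group and were not tested at the default filter. Without a filter on low counts, the adjusted p was 0.00148 for ALOX15, 0.0508 for CP and 0.422 for HMOX1. DESeq2 gave an adjusted p of 0.00152 for ALOX15 and 0.0322 for CP, and none for HMOX1.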

Differences from the paper's values

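The enrichment of the ferroptosis pathway among upregulated DEGs was 1.73-fold, against the paper's value of about 3.4 in Fig. 2B, read by eye. Among the alternatives set before the data were examined, the value came within 1.5 times the paper's with the upregulated DEGs from DESeq2 (2.87-fold, one-sided hypergeometric p 0.0283), without a filter on low counts (2.37-fold) and without hyperoside replicate 1 (2.49-fold). It did not with the other alternatives, whose values ran from 0.824 to 2.26. The DESeq2 alternative is also the setting in which the unadjusted hypergeometric p was under 0.05, as the paper states for this pathway, while its Benjamini-Hochberg adjusted p was 0.372, in a range of 0.372 to 1 over its 14 alternatives.

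The paper states that GPX4 was downregulated in the hyperoside group in its sequencing data. Here GPX4 had a log2 fold change of -0.17. In edgeR's quasi-likelihood test its p was 0.0471 before and 0.0913 after adjustment over all tested genes. For its FPKM values, GPX4 had a two-sided exact permutation p of 0.3. It had an adjusted p under 0.05 without hyperoside replicate 3 (0.0464) and in no other of its 17 alternatives, in which it ran up to 0.449. The paper reports a positive correlation between SLC7A11 and NRF2 in the sequencing data. No pooled correlation was computed here, because the libraries form a cluster per treatment group.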

Other observations

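The tests of the primers and of the library totals were chosen only after the results they address were seen, and the lists of granulocytic and monocytic genes and of myeloid transcripts were written after the called genes were seen but before the values of their members were.

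SLC7A11 is on the list of NRF2 targets and on that of ATF4 targets, so lower activity of either factor may account for its fall. Of 30 listed NRF2 targets 25 were tested, with a median log2 fold change of -0.31 and an adjusted p of 0.0108 from limma's camera test. The adjusted p was 0.00986 under fry, 0.528 with an estimated correlation and 0.0509 without hyperoside replicate 1. Over all tested genes, and adjusted over the list alone, 14 were called lower and 2 higher. Without SLC7A11, the median of the 24 other NRF2 targets was -0.28 (camera p 0.00524, fry p 0.00862, p 0.284 with an estimated correlation), and that of the 30 other ATF4 targets was -1.07 (camera p 1.42e-13, fry p 2.6e-05, p 0.0361 with an estimated correlation). The p-values of the sets without SLC7A11 were not adjusted, so they cannot be set against the adjusted ones of the full lists. Both sets without SLC7A11 have the sign that each explanation needs. The data do not separate the factors, and the difference between the sets was not tested. The named NRF2 targets with the smallest adjusted p besides SLC7A11 were TXNRD1 (log2 fold change -0.62), MAFG (-0.59), TXN (-0.47) and PRDX1 (-0.39), while NQO1 was higher (0.35). The mRNA of ATF4, chosen after its values were seen, had a log2 fold change of -0.72 (edgeR adjusted p 1.02e-06).

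More DEGs were upregulated (970) than downregulated (567). Genes with low counts may explain a part of such an excess. Among DEGs with a mean under 100 normalized counts, 518 were upregulated and 261 downregulated. They do not explain all of it, as among DEGs with a mean of at least 100 normalized counts 452 were upregulated and 306 downregulated. A difference in depth between the groups is argued against by their totals, which overlapped and whose median was 0.539% higher in the hyperoside group. A bias by gene length is argued against by the share of upregulated DEGs after correction for length, 63.5%. By the adjusted p alone, 48.7% of the called genes were higher with TMM normalization, 54.6% with upper quartile normalization, and 56.1% and 55.9% with limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), so whether an excess is there without the fold-change threshold depends on the scaling. No biological explanation was tested.

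Genes of myeloid differentiation were among the upregulated DEGs with the largest log2 fold changes, FPR3 (3.81) and CEBPE (3.73). Granulocytic and monocytic differentiation is a candidate explanation, as 11 of the 13 tested genes of a list of 20 were higher and 7 were called higher. The median log2 fold change was 0.83 (limma camera adjusted p 0.000537, unadjusted p 0.029 with an estimated correlation). The 7 called genes, named after their values were seen, were CLC (2.28), EPX (2.22), MNDA (1.96), LTF (1.67), PRG2 (1.53), ITGAM (0.83) and LYZ (0.53). PRTN3, CSF3R, AZU1, CD33, CEBPA and FCGR1A were not called, so the rise was uneven within the list. Cells of another type in the treated samples were weighed with 5 transcripts abundant in myeloid and antigen-presenting cells, HLA-DRA, CD74, LYZ, S100A8 and S100A9, of which 3 are also on that list. Of these, 1 was at least 2-fold higher, S100A8, with 7, 0 and 0 counts in the control replicates and 13, 1 and 7 in the hyperoside replicates. HLA-DRA had 0 counts in each hyperoside replicate, and LYZ, which control cells already expressed at 52.8 CPM, rose to 76.3. This argues against an admixture of such cells.

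The other lists written before the data were examined had adjusted p-values of 0.0506 for hypoxia (median log2 fold change 0.32, 15 of 20 tested genes higher), 0.0606 for megakaryocytic (0.49, 6 of 9 higher), 0.398 for AhR targets (-0.20, 3 of 5 lower), 0.489 for p53 targets (-0.08, 14 of 19 lower) and 0.519 for erythroid (-0.06, 12 of 21 lower) in limma's camera test. Adjusted over the list alone, 13 hypoxia genes were called higher and 3 lower, 6 megakaryocytic genes higher and 2 lower, 1 AhR target higher and 3 lower, 5 p53 targets higher and 7 lower, and 4 erythroid genes higher and 6 lower. Over all tested genes, the counts were 12 and 3, 6 and 1, 1 and 3, 5 and 7, and 4 and 6 in the same order. Within the erythroid list HBG2 (-0.80), HBG1 (-0.87) and HBA1 (-0.96) were lower and KLF1 (0.96) and EPOR (1.22) higher, and HBG1 and HBG2 share reads as near-identical copies.

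The paper measured Bax and Bcl-2 as proteins. In the sequenced K562 libraries BAX mRNA had a log2 fold change of 0.35 (edgeR adjusted p 0.00996, and 0.0814 without hyperoside replicate 2) and BCL2 mRNA -0.71 (adjusted p 0.341). The BCL2 value, from few counts, ranged from -1.34 without hyperoside replicate 3 to -0.31 without control replicate 1 and was -0.03 with limma-trend on log2(FPKM + 1), with an adjusted p of 0.151 to 0.751 over its 16 alternatives. PRG3 rose by a log2 fold change of 2.10 and TFEB had -0.95. Of the 10 tested genes that the paper names and that are reported here, 5 were called higher and 3 lower over all tested genes, and as many adjusted over the list alone.

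In Fig. 2G the paper's qPCR shows a larger fall of GPX4 mRNA than the sequenced libraries do. The pair of primers listed as NADPH matches ACTB, whose mRNA had a log2 fold change of 0.63 in the sequenced libraries, and a reference that rises could deepen the fall of a gene measured against it. Relative to ACTB, GPX4 stood at 57.6% of the control mean in the sequenced libraries (SD 6.38, n = 3 libraries), and relative to GAPDH at 103%. The level in Fig. 2G is lower than the first, so an actin reference with the change seen here would account for a part of the fall and not for all of it, if the qPCR samples changed as the sequenced ones did. The GPX4 primers match 1 of 13 annotated GPX4 transcripts in full, and a fall of that splice form alone is another candidate explanation. Counts per transcript were not analysed here, so a fall of that form cannot be told apart from a fall of the gene. ACTB and GAPDH were chosen after their values were seen.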
